# Minoxidil restores thymic growth in 22q11.2 deletion syndrome by limiting Sox9^+^ chondrocyte expansion

**DOI:** 10.70962/jhi.20250143

**Published:** 2025-08-12

**Authors:** Pratibha Bhalla, Neha Ahuja, Ashwani Kumar, Chao Xing, Angela Moses, Ashutosh Shukla, Katelyn Boetel, Bret M. Evers, John M. Shelton, Maria Teresa de la Morena, Christian A. Wysocki, Ondine B. Cleaver, Nicolai S.C. van Oers

## Abstract

Thymic hypoplasia, hypoparathyroidism, and cardiac defects are common congenital malformations caused by 22q11.2 deletion syndrome (22q11.2DS; aka DiGeorge syndrome). Thymus hypoplasia reduces peripheral T cell numbers, leading to more frequent infections. We report that embryonic hypoplastic thymuses from mouse models of 22q11.2DS (Tbx1^neo2/neo2^) have distinct mesenchymal cell subsets, including an expansion of Sox9^+^ chondrocytes. Chondrocytes produce collagens and extracellular matrix (ECM) proteins, which can affect thymus size and vascularization. Two compounds, minoxidil and PGE_2_, restored growth for Tbx1^neo2/neo2^ embryonic thymuses when administered to pregnant mice prior to formation of the thymic anlage. The dysregulation of the mesenchymal and endothelial transcriptomes was corrected with minoxidil in Tbx1^neo2/neo2^ thymuses. This was confirmed by the diminished expression of Sox9-driven type II, IX, and XI cartilaginous collagens and other ECM proteins. Furthermore, the location of parathyroids was corrected in Tbx1^neo2/neo2^ embryos. In summary, these findings reveal that targeting prenatal mesenchymal differentiation can correct multiple congenital anomalies in mouse models of 22q11.2DS.

## Introduction

22q11.2 deletion syndrome (22q11.2DS) is the most common human chromosomal deletion syndrome known (1/2,150 live births) (1, 2). This deletion causes multiple congenital problems, including thymic hypoplasia, hypoparathyroidism, cardiac defects, and/or dysmorphic facial features. All are linked to developmental problems of the embryonic pharyngeal pouches and arch arteries (3, 4, 5, 6). Most 22q11.2DS individuals (85–90%) have a 3-Mb deletion on one allele of chromosome 22q11.2. This results in a haploinsufficiency of 46 protein-coding genes and ∼60 noncoding elements (3, 4, 5). The deletions are caused by misguided chromosomal recombination between four highly homologous low-copy repeats (LCR A–D) located within 22q11.2. LCRs are only found in higher-order primates, and humans having expanded their number and complexity to eight (LCR A–H), including multiple allelic variants of LCR A (7). The congenital defects in human 22q11.2DS have a noted variability in penetrance and are primarily linked to a haploinsufficiency of T-box transcription factor 1 (*TBX1*) encoded on 22q11.2 (3, 5, 6, 8, 9, 10, 11, 12, 13, 14, 15, 16, 17). Consistent with this transcription factor (TF) playing such a key role, both *TBX1* loss- and gain-of-function mutations can result in similar congenital abnormalities as 22q11.2DS (15, 16, 17, 18). Postnatal concerns for 22q11.2DS patients include immunodeficiency, cardiac issues, development delay, autism spectrum disorders, and schizophrenia (3, 5, 6, 19, 20). These postnatal problems are impacted by genes both within and outside the 22q11.2-deleted locus via direct and epigenetic processes (3, 20, 21, 22).

Thymus hypoplasia leading to low peripheral T cell numbers affects ∼60–70% of 22q11.2DS patients, a disorder first termed DiGeorge syndrome (5, 6, 23, 24, 25, 26, 27, 28). T cell lymphopenia results in patients having more frequent and severe infections, less effective vaccine responses, and higher incidences of autoimmunity (6, 8, 27, 29). Thymic aplasia is reported in <1% of 22q11.2DS patients (5). For these individuals, an allogeneic thymic stromal implant is a clinical treatment option (30, 31). In the Tbx1^neo2/neo2^ mouse model of 22q11.2DS, comparative single-cell RNA sequencing (scRNA Seq) revealed transcriptome differences among the embryonic mesenchymal subclusters and one endothelial population in the developing thymus (32). Increased collagen levels were evident in the smaller embryonic thymuses, confirmed in the postnatal thymuses from patients with 22q11.2DS (32). In a distinct 22q11.2DS mouse model (Tbx1^+/−^Crkl^+/−^), altered mesenchymal populations was also reported (33).

In the current study, we assessed the ability of different drugs to restore growth for the small thymuses. These were tested in fetal thymic organ cultures (FTOCs) and in utero in pregnant mouse models of 22q11.2DS. Two drugs administered in vivo, minoxidil and PGE_2_, re-established growth for the 22q11.2 embryonic thymuses and normalized the positioning of the parathyroids (Pth’s). Comparative scRNA Seq, immunofluorescence analyses, and whole-mount imaging revealed that hypoplastic thymuses from the Tbx1^neo2/neo2^ embryos had an overabundance of neural crest cell (NCC)–derived chondrocyte-type mesenchymal cells. These were particularly prominent in an expanded thymic capsule. The drug treatments reduced the trio of Sry-related HMG box (Sox)5, Sox6, and Sox9 TFs that drive chondrogenesis, resulting in normalization of collagen and extracellular matrix (ECM) transcripts in the thymuses. The findings establish a mechanistic basis for the congenital hypoplasia of the thymus in 22q11.2DS along with therapeutic strategies to correct these defects.

## Results

### Thymic mesenchymal cells from embryonic Tbx1^neo2/neo2^ 22q11.2 models exhibit elevated expression of chondrogenic-regulated collagens and Sox5, Sox6, and Sox9 TFs

Thymic hypoplasia in 22q11.2DS results from deletion of either 3.0 or internal 1.5 Mb on chromosome 22 (Fig. S1 A). In humans, thymic hypoplasia is variable in penetrance and even less penetrant in mouse models with an orthologous deletion on chromosome 16 (Del(3.0 Mb)/+ [Fig. S1 B]) (34). Given the low frequency of thymic hypoplasia, we analyzed embryos using the Tbx1^neo2/neo2^ model of 22q11.2DS (Fig. S1 C and Table S1) (35). In this model, a neomycin cassette lies within the fifth intron of *Tbx1*, resulting in wild-type *Tbx1* expression at ∼35% control levels (Table S1) (35). Tbx1^neo2/neo2^ embryos have a penetrant thymic hypoplasia along with hypoparathyroidism and aortic arch defects (32, 35). Comparing the different mouse lines, thymuses from embryonic days (E)13–13.5 and E15–15.5 Tbx1^neo2/neo2^ and Del(3.0 Mb)/+ embryos were smaller and more rounded than controls (Fig. 1 A). We previously reported that hypoplastic thymuses from E13–13.5 embryos had elevated levels of collagens and ECM proteins (32). We analyzed the scRNA Seq data from our earlier studies to define a connection between the types of collagens upregulated in the six different mesenchymal subclusters and the corresponding TFs regulating these pathways. This revealed a specific upregulation of the trio of Sox5, Sox6, and Sox9 TFs that directly activate the collagens Col2a1, Col9a1, Col9a2, Col9a3, and Col11a1 along with Acan (Fig. 1 B) (36, 37, 38). At E13–13.5, the mesenchymal cells represent about 30% of the total cells in an E13–13.5 embryonic thymus (Fig. 1 C). To confirm the transcriptome findings, the mesenchymal cells were flow sorted, RNA extracted, and used for quantitative RT-PCR (RT-qPCR). Sox9 and several of the collagens were significantly elevated in the Tbx1^neo2/neo2^ mesenchymal cells (Fig. 1 D). The data suggested the embryonic NCC-derived mesenchymal cells from hypoplastic thymuses had an upregulation of specific Sox family TFs, causing increased collagen and ECM deposition (Fig. 1 E). Higher collagen levels were also evident in postnatal human 22q11.2DS thymuses (32).

**Figure S1.**
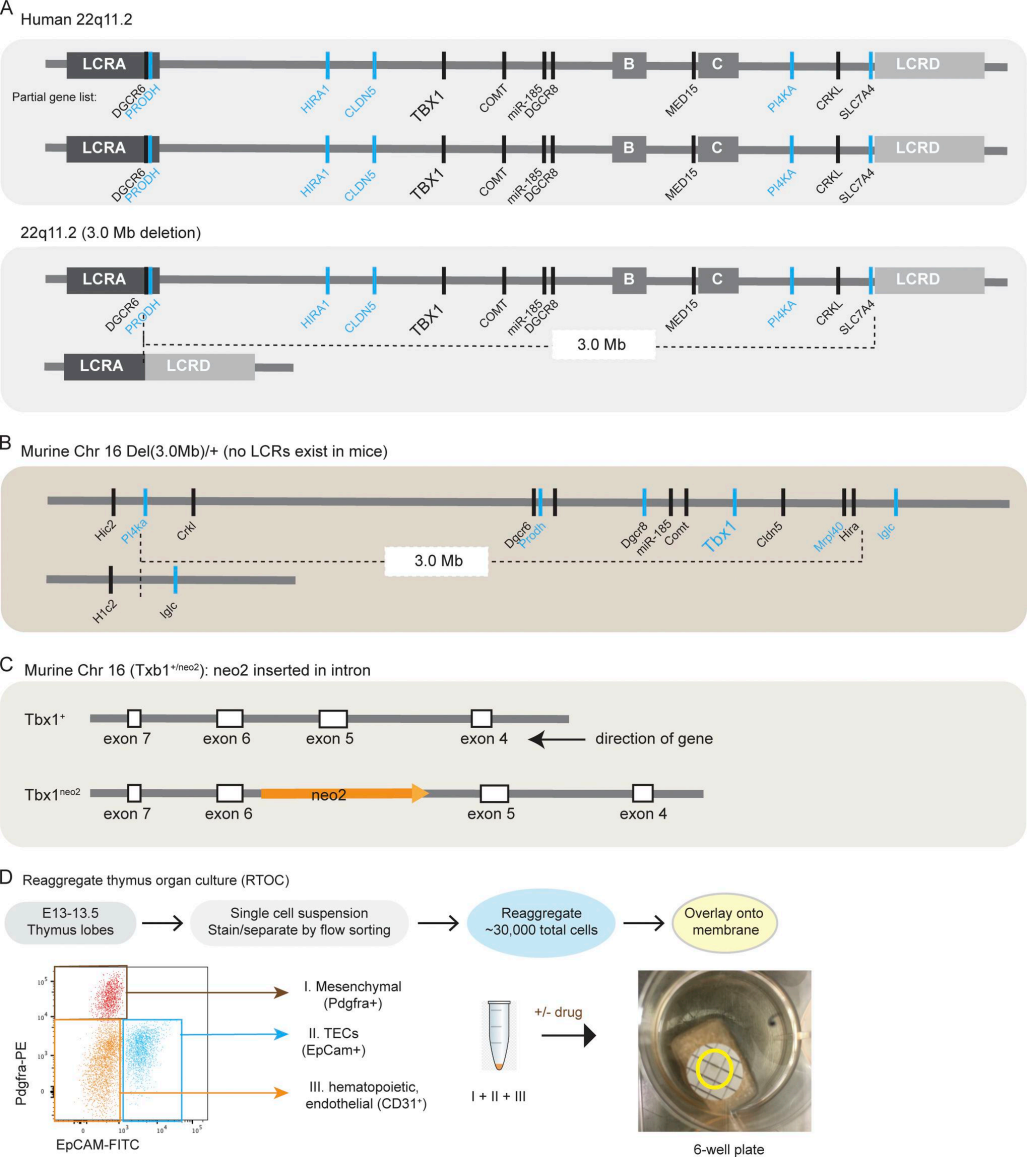
**Human 22q11.2 locus and corresponding mouse models that have overlapping congenital features along with RTOC procedures. (A)** Cartoon diagram illustrating the chromosomal organization of human 22q11.2DS along with several key genes interspersed among the first four of eight LCRs. One key gene is TBX1. Most patients with 22q11.2DS have one allele containing deletions between LCR A–LCR D, which spans ∼3 Mb. TBX1 becomes haploinsufficient. **(B)** An orthologous region exists on murine chromosome 16, with the conspicuous absence of LCRs. CRISPR/Cas9 was used to create a deletion on chromosome 16, matching the 3-Mb deletion in humans. **(C)** A distinct 22q.11.2DS mouse model with a highly penetrant thymic hypoplasia is the Tbx1^neo2/neo2^ line. In this line, the neomycin gene in inserted in an inverse reading frame within intron 5 of Tbx1. Tbx1^+/neo2^ adult mice are bred, yielding embryos with Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^ alleles. **(D)** Depiction of the RTOC assay modified to include flow sorted cells. Single-cell suspensions from E13–13.5 fetal thymic lobes were prepared, and mesenchymal cells (Pdgfra^+^), TECs (EpCam^+^), and the remaining unstained cells (Pdgfra^−^EpCAM^−^, which includes ETPs, other hematopoietic cells, and endothelial cells) are sorted by flow cytometry. The three subgroups were reaggregated at cell ratios established with control fetal thymuses and placed onto membranes and cultured. A minimum of 20,000 cells/aggregate is needed to sustain RTOC growth with normal cells. The aggregates appear as a small dot in the yellow circled area of a single well of a 6-well tissue culture plate.

**Figure 1.**
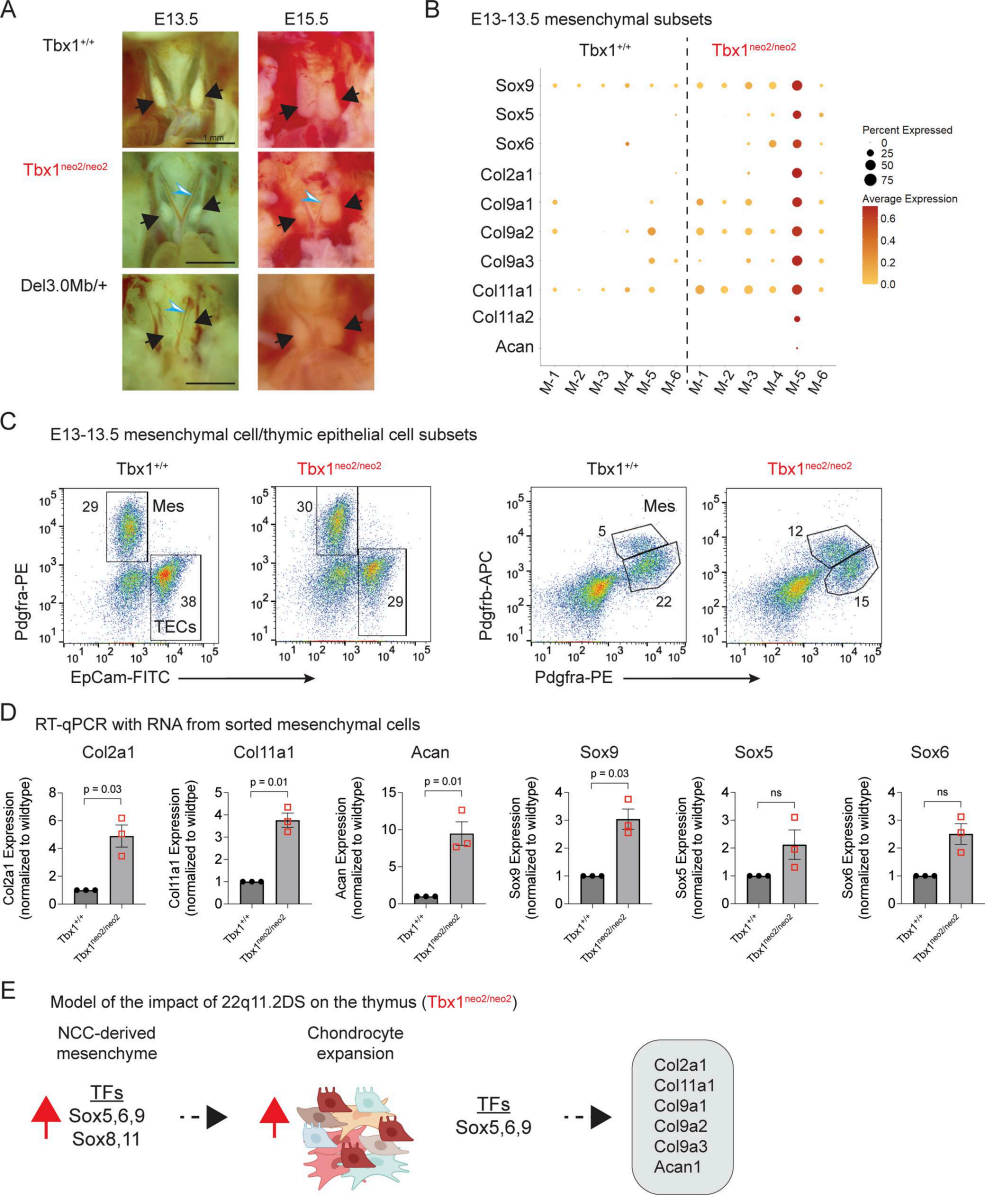
**Hypoplastic thymuses from an embryonic 22q11.2 mouse model have an overrepresentation of chondrocyte markers. (A)** The cardiothoracic regions are shown for E13–13.5 Tbx1^+/+^, Tbx1^neo2/neo2^, and Del(3/.0 Mb)/+ embryos. Black arrows point to the thymic lobes. An interrupted aortic arch in the Tbx1^neo2/neo2^ and Del(3/.0 Mb)/+ embryos is shown with an open blue triangle. **(B)** scRNA Seq data were used to compare Sox family TFs and target collagens in six mesenchymal subsets characterized in E13–13.5 Tbx1^+/+^ and Tbx1^neo2/neo2^ embryos. **(C)** Single-cell suspensions from E13–13.5 fetal thymic lobes were analyzed by flow cytometry to monitor mesenchymal (Pdgfra) and TEC (EpCam) percentages. The cells were also analyzed for the cell surface expression of Pdgfra and Pdgfrb. **(D)** E13–13.5 thymic mesenchymal cells sorted from the indicated embryos were processed for RT-qPCR to determine the expression levels of the indicated collagens, ECM transcript, and the Sox5,6,9 trio. Statistical significance was determined using three independent flow sorting experiments and performing a Student’s *T* test. **(E)** A model of the developmental changes in mesenchymal subsets is presented based on the upregulation of multiple Sox family members and target genes, collagens, and the ECM gene Acan. Mes, mesenchymal cells.

### Restoration of growth for hypoplastic embryonic thymuses achieved with minoxidil and PGE_2_

In our previous work using in vitro FTOCs and reaggregate organ cultures (RTOCs), the addition of the drug minoxidil, which blocks collagen synthesis, restored growth for Tbx1^neo2/neo2^ thymuses in culture (32). One of the known effects of minoxidil is to increase PGE_2_ levels (39, 40, 41, 42, 43, 44, 45, 46). To test whether PGE_2_ could improve thymus growth, a dose response analysis was done in FTOCs and RTOCs (Fig. S1 D). PGE_2_ enhanced thymic growth in both FTOCs and RTOCs compared with carrier treatments (Fig. S2, A–C) (44). As with minoxidil, PGE_2_ improved the overall cell viability from 20% to 80% along with a normal differentiation of early thymus progenitors (ETPs) to the different thymocyte subsets (Fig. 2 C). Unlike PGE_2_, minoxidil did not improve thymus growth in FTOCs (Fig. S2 B). This suggested that dissolution of the thymic capsule was required for minoxidil to exert a growth benefit.

**Figure S2.**
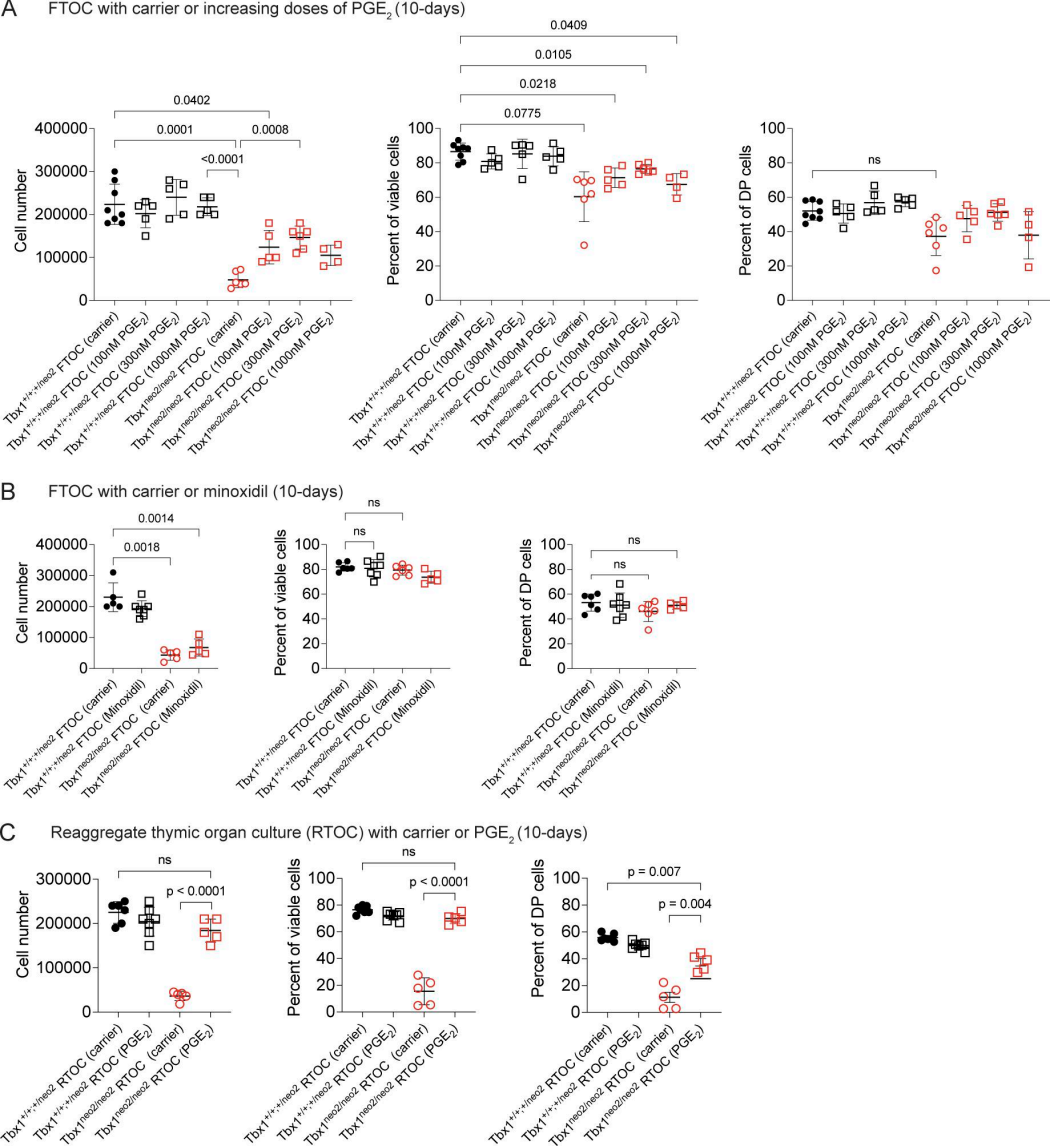
**Differential effects of PGE**_**2**_ **versus minoxidil in FTOCs and RTOCs. (A)** FTOCs were prepared with E13–13.5 embryos from the indicated genotypes of embryos. Individual paired thymic lobes were cultured in the absence or presence of increasing amounts of PGE_2_ (100, 300, and 1,000 nM). The black colored symbols represent control (Tbx1^+/+;+/neo2^) and red Tbx1^neo2/neo2^ genotypes. After 10-day cultures, cells were harvested and enumerated. Cell viability was determined by flow cytometry with electronic gaiting. The percent of DP thymocytes was determined following CD4 and CD8 co-receptor staining followed by flow analysis. The number of mice used in each of the eight groups were *n* = 8, 5, 5, 5, 6, 5, 6, and 4, respectively. Statistical analyses were done with one-way ANOVA (Brown–Forsythe and Welch tests). Only statistically significant differences are presented. **(B)** FTOCs were established as in A in the presence of a single dose of minoxidil. After 10 days, the cellularity, cell viability, and percent of DP cells determined as in A. This was done with an *n* = 5, 6, 5, and 6 embryonic thymuses per group. **(C)** RTOCs were prepared using single-cell suspensions from thymic lobes isolated from either control Tbx1^+/+;+/neo2^ or Tbx1^neo2/neo2^-genotyped embryos. Identical numbers of cells (∼30,000) were cultured in media alone or that supplemented with 300 nM PGE_2_. The number of experiments per group were *n* = 5, 6, 5, and 5. After 10 days, the total number of cells that grew was counted, and the cell viability and DP percentages were calculated following flow cytometry. Statistical analyses were done with one-way ANOVA (Brown–Forsythe and Welch tests).

**Figure 2.**
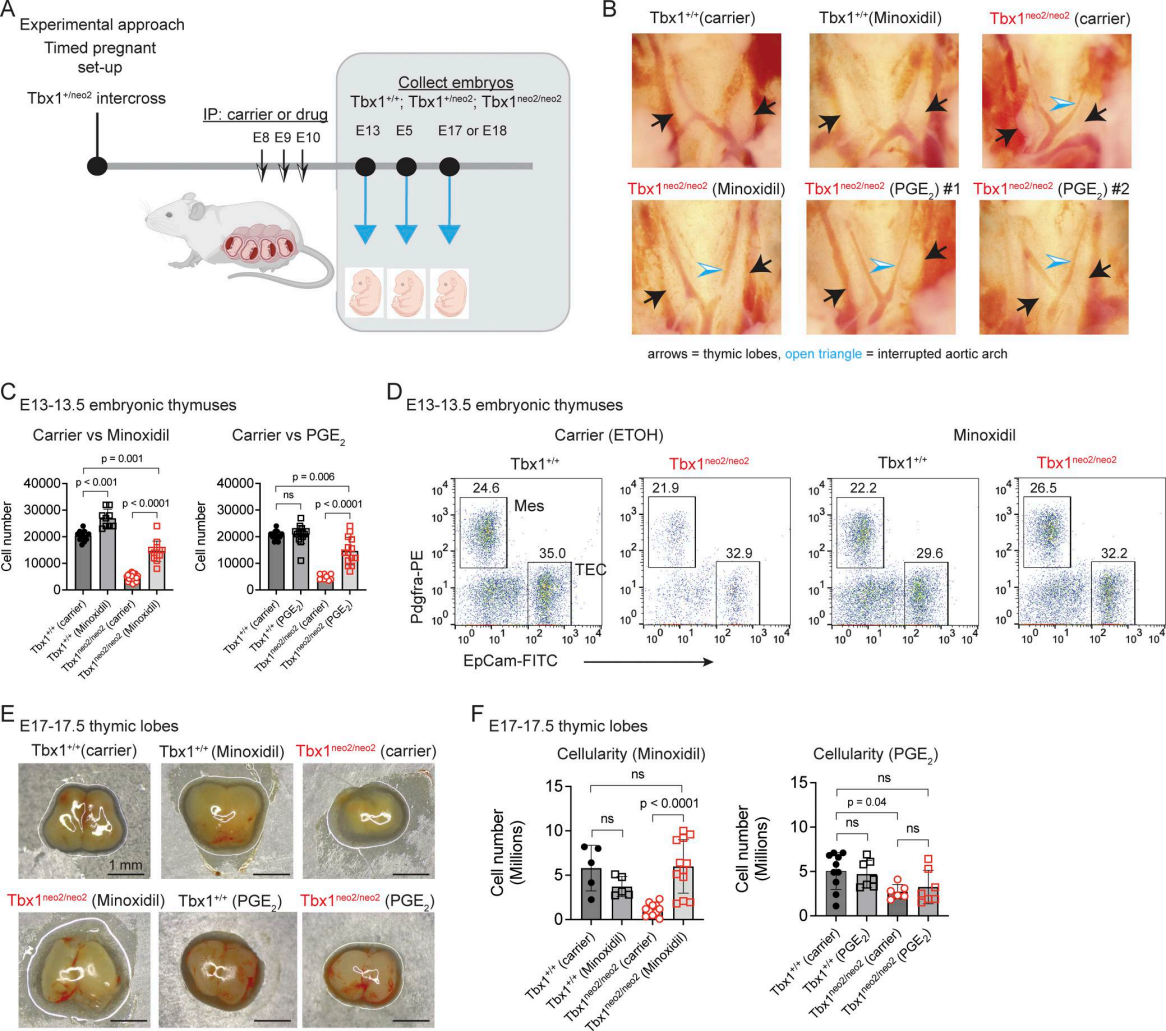
**Minoxidil and PGE**_**2**_ **treatments in pregnant mice restore growth for embryonic hypoplastic thymic lobes. (A)** Experimental strategy for administering carrier or drugs to pregnant mice from Tbx1^+/neo2^ intercrosses at the indicated time points (E8, E9, and E10). Embryos were isolated 3, 5, 7, and 8 days later. **(B)** The cardiothoracic regions are shown for E13–13.5 Tbx1^+/+^ and Tbx1^neo2/neo2^ embryos, obtained from pregnant mice that had received carrier, minoxidil, and PGE_2_ injections at E8, E9, and E10. Black arrows point to the thymic lobes. An interrupted aortic arch common to the Tbx1^neo2/neo2^ embryos is shown with an open blue triangle. **(C–F)** Single-cell suspensions from E13–13.5 fetal thymic lobes were prepared and (C) enumerated. Tbx1^+/+^-carrier (*n* = 11), Tbx1^+/+^-minoxidil (*n* = 9), Tbx1^neo2/neo2^-carrier (*n* = 20), and Tbx1^neo2/neo2^-minoxidil (*n* = 13) embryos were used. **(D)** Cells from the carrier and minoxidil-treated groups were stained with antibodies specific for mesenchymal cells (Mes; Pdgfra^+^) and TECs (EpCam^+^) and analyzed by flow cytometry. **(E)** Pictures of thymic lobes isolated from E17–17.5 embryos are shown for carrier, minoxidil, and PGE_2_ treatment groups. **(F)** The thymic cellularity was determined in the various treatment groups using E17–17.5 embryonic thymuses. Tbx1^+/+^-carrier (*n* = 5 or 12), Tbx1^+/+^-minoxidil (*n* = 7), Tbx1^neo2/neo2^-carrier (*n* = 9 or 6), Tbx1^neo2/neo2^-minoxidil (*n* = 12), and Tbx1^neo2/neo2^-PGE_2_ (*n* = 7). Statistical analyses for C and F were performed with one-way ANOVA (Brown–Forsythe and Welch tests).

To test if minoxidil and/or PGE_2_ could work in vivo, timed pregnant mice using Tbx1^+/neo2^ heterozygous intercrosses were injected intraperitoneally (IP) with either a carrier control (ETOH), minoxidil, or PGE_2_ at embryonic days E8, E9, and E10 (Fig. 2 A). This time course preceded the specification of the thymus and Pth’s within the third pharyngeal pouch (47). Minoxidil administration restored the expansion of the thymic tissue from Tbx1^neo2/neo2^ embryos (Fig. 2, B and C). Treated Tbx1^neo2/neo2^ thymuses had a 3.3-fold increased cell number versus those obtained from the carrier control (Fig. 1 C). Minoxidil treatment also led to a smaller 1.3-fold increase in the thymic cellularity in the controls (Tbx1^+/+^) (Fig. 2 C). PGE_2_ administration similarly resulted in a 3.2-fold increase in cellularity in thymuses from Tbx1^neo2/neo2^ embryos (Fig. 2, B and C). Given the improved tissue growth, we next assessed whether there was a change in composition of thymic mesenchymal cells (Pdgfra^+^) and thymic epithelial cells (TECs) (EpCAM^+^). At E13–13.5, the percentages of these subsets remained like controls following either minoxidil or PGE_2_ treatments (Fig. 2 D and Fig. S3, A–D) (32). The percent of ETPs (CD117^+^) was similar among all groups compared (Fig. S3 D).

**Figure S3.**
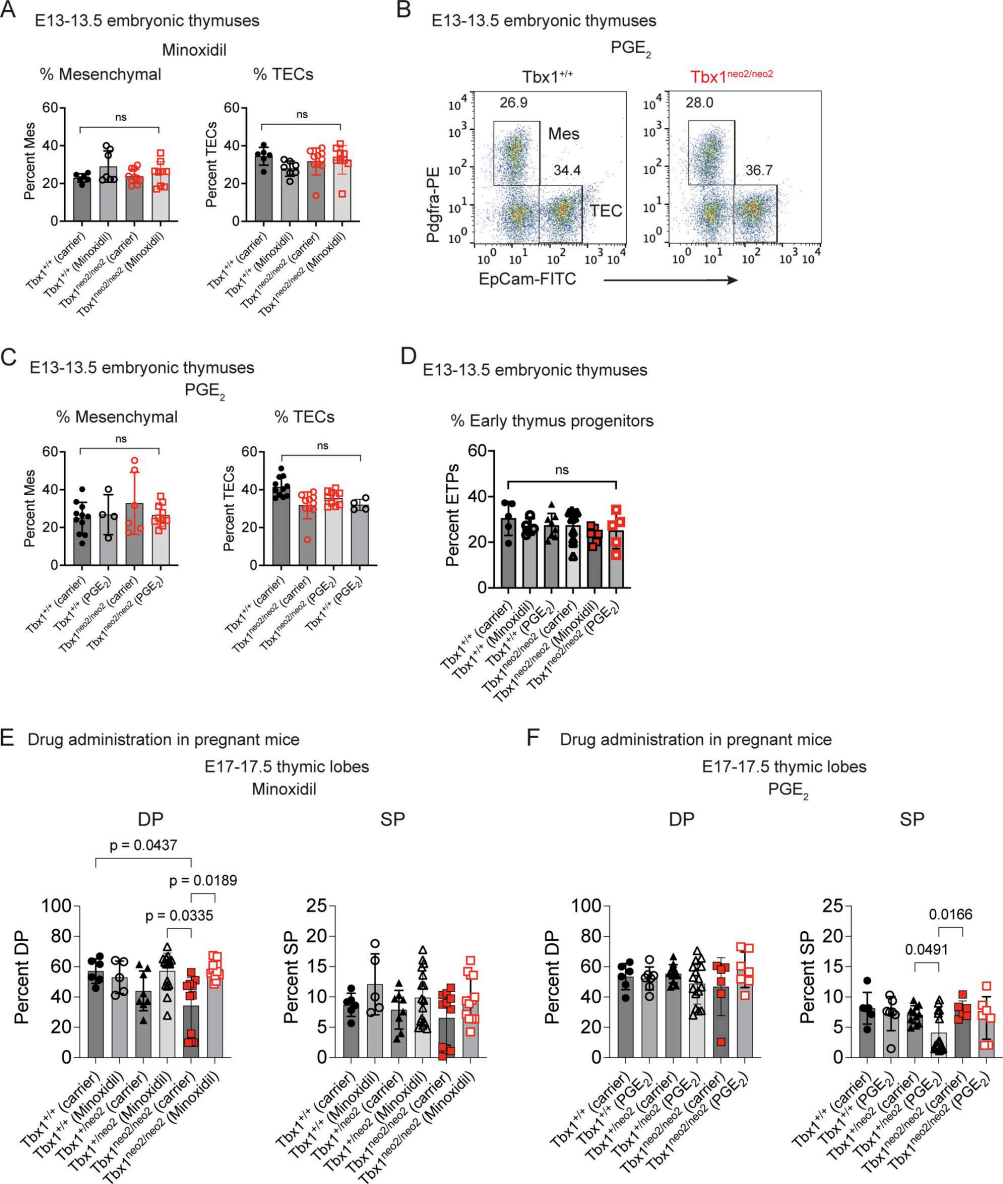
**Minoxidil and PGE**_**2**_ **have beneficial growth effects in vivo on developing thymuses. (A–D)** Timed pregnant mice were obtained from Tbx1^+/neo2^ intercrosses and injected with carrier, minoxidil, or PGE_2_ at E8, E9, and E10. Fetal thymic lobes were isolated from embryos at E13–13.5 and processed for flow cytometry to determine the percentage of mesenchymal cells (Pdgfra^+^) and TECs (EpCAM^+^). **(A)** Minoxidil had no statistically significant difference on mesenchymal or TEC cell percentages. **(B and C)** Flow cytometric analyses were used to compare the mesenchymal (Mes) and TEC subset percentages after PGE_2_ treatments. The absolute cell numbers are presented. **(D)** The percent of ETPs was compared among embryos from all the carrier or drug treatment groups. **(E and F)** Timed pregnant mice were obtained from Tbx1^+/neo2^ intercrosses and injected with carrier, minoxidil, or PGE_2_ at E8, E9, and E10. Fetal thymic lobes were isolated from embryos at E17–17.5. Single-cell suspensions were prepared. The percent of DP and SP thymocytes was determined following CD4 and CD8 co-receptor staining, followed by flow analysis to detect co-expression of CD4 and CD8 or unique expression of just CD4 or CD8, representing SP cells. These were presented in the minoxidil (E) and PGE_2_ (F) groups. Statistical analyses were done with one-way ANOVA (Brown–Forsythe and Welch tests). P values P < 0.05 are shown. Graphs without P values had no statistically significant differences.

To characterize the impact of the drug treatments on T cell development, thymuses of E17–17.5 embryos were compared. Thymic lobes from Tbx1^neo2/neo2^ embryos were visibly smaller than wild-type controls (Tbx1^+/+^) (Fig. 2, E and F). Minoxidil administration in utero significantly increased the size for the Tbx1^neo2/neo2^ thymuses (Fig. 2 E). The effect of PGE_2_ was more variable and did not meet statistical significance (Fig. 2, E and F). Thymocytes progress from a double-negative (DN; CD4^−^CD8^−^) to double-positive (DP; CD4^+^CD8^+^), followed by single-positive subsets (SP; mainly CD4^−^CD8^+^ in early embryos) as they mature (48). DP thymocyte percentages were similar in embryos from all the genotypes (Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^) following the drug treatments (Fig. S3, E and F). This is consistent with 22q11.2DS primarily impacting the size of the thymus, with T cell development reportedly normal (23, 32, 49). In summary, both minoxidil and PGE_2_ administration to pregnant mice re-established growth for 22q11.2DS (Tbx1^neo2/neo2^) embryonic thymuses.

### Drugs that reduce collagen production and cross-linking enable hypoplastic thymuses from 22q11.2DS mouse models to expand

Minoxidil and PGE_2_ reduce the expression of collagens and lysyl hydroxylases, which limit collagen and elastin cross-linking (32, 39, 40, 42, 43, 44, 45, 46). These drugs also function as vasodilators, improve angiogenesis, and increase release of various growth factors, with PGE_2_ also blocking adrenergic receptor signaling (43, 50, 51, 52, 53). To determine which drug-sensitive pathway(s) contributed to thymic tissue growth, other drugs that selectively affect vasodilation, calcium-regulated endothelial permeability, and/or adrenergic receptor signaling were tested. This was done in RTOCs, FTOCs, and/or administration to the pregnant mice (Table 1). Restoration of thymic growth was compared with carrier and minoxidil or PGE_2_ containing RTOCs/FTOCs and in vivo treatments (Table 1). Beta-propionitrile, which inhibits collagen production and increases vasodilation, did not enable FTOC or RTOC growth (Table 1) (54, 55). Two vasodilators, enalaprilat and hydralazine, were also ineffective at restoring growth in RTOCs (56, 57). Two other vasodilators used in clinical settings, enalapril maleate and hydralazine, were ineffective at restoring thymic growth in vivo when given to the pregnant mice (56). Finally, labetalol and nifedipine, drugs that open calcium channels and antagonize adrenergic receptor pathways, respectively, were ineffective and/or exhibited some toxicity in the RTOCs and/or FTOC assays (Table 1) (58, 59). In summary, only minoxidil and PGE_2_ consistently increased thymic tissue growth for hypoplastic lobes in vitro and in vivo. These findings provide evidence that increased collagen production and ECM deposition are the principal causes of the small thymus phenotype in 22q11.2DS embryos.

**Table 1.** Comparative drug treatment impacts on Tbx1^neo2/neo2^ hypoplastic thymic growth

Drugs		Tbx1^neo2/neo2^ thymus growth in culture	Tbx1^neo2/neo2^ hypoplastic thymus growth following drug administration in pregnant mice			
Name (s)	Mechanism(s) of action	FTOC	E13–13.5 cell number^a^	E13–13.5 Mes/TEC ratio^b^	E17–17.5 cellularity^a^	E17–17.5 % DP/SP thymocytes^a^
		RTOC				
Carrier (ETOH)	None	FTOC: −	+	Normal	+	++++
		RTOC: −				
Minoxidil	Blocks collagen production/cross-linking, vasodilator, stimulates PGE_2_, and growth factors	FTOC: -	++++	No change	++++	++++
		**RTOC**: ++++^c^				
PGE_2_	Blocks collagen production, vasodilator, stimulates VEGF, and bFGF production	FTOC: ++	++++	No change	No effect	+++
		**RTOC**: ++++				
BAPN	Lysyl oxidase inhibitor that blocks collagen cross-linking	FTOC: −	ND^e^	ND	ND	NA^f^
		RTOC: −				
Enalaprilat (in vitro)	Vasodilator by inhibiting ACE^d^	FTOC: +	+	No change	ND	ND
		**RTOC**: ++				
Enalapril (in vivo)	Vasodilator by inhibiting ACE^d^	NA	+	No change	ND	ND
Hydralazine	Vasodilator inhibits smooth muscle Ca^2+^ release	FTOC: −	NA	NA	NA	NA
		RTOC: −				
Labetalol	α/β adrenergic receptor inhibitor	FTOC: +	ND	ND	ND	ND
		**RTOC**: ++				
Nifedipine	Calcium channel blocker	FTOC: +	NA	NA	NA	NA
		RTOC: −				

bFGF, basic Fibroblast growth factor.

a Cell number − = 0–10% of wild-type controls; ++ = 50–80% of wild-type controls; +++ = 60–80% wild-type controls; ++++ = 80–100% of wild-type controls.

b Mesenchymal/TEC ratio.

c Bold = growth restored.

d ACE = angiotensin-converting enzyme.

e ND = not done.

f NA = not applicable.

### Normalization of mesenchymal and endothelial transcriptomes in Tbx1^neo2/neo2^ embryos following minoxidil and PGE_2_ drug treatments in utero

At E13–13.5, mesenchymal, TECs, and endothelial populations represent ∼25–30%, ∼25–30%, and 1–2% of the cells in the developing thymus, respectively (32). Our prior scRNA Seq revealed that Tbx1^neo2/neo2^ embryonic thymuses had significant transcript alterations in the mesenchymal subclusters and single endothelial cluster (32). To determine the impact of minoxidil and PGE_2_ on stromal and hematopoietic subclusters after administering the drugs in pregnant mice, scRNA Seq was undertaken. E13–13.5 embryonic thymuses were isolated from Tbx1^+/neo2^-intercrossed pregnant dams that had received carrier (ETOH), minoxidil, or PGE_2_ injections at E8, E9, and E10 (Fig. 2 A). Between 3,362 and 11,908 cells (pooled lobes for hypoplastic tissues) were used, with an average read count of 130,312/cell found (Table S2). 

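Thymic lobes of E13 to 13.5 embryos from Tbx1 +/neo2 intercrosses were profiled by droplet scRNA Seq, in which each transcript carries a UMI and a cell barcode. The neo2 allele carries a neomycin cassette in an intron of Tbx1, so homozygous embryos keep some wild-type transcript. There was 1 library each for Tbx1+/+ carrier, Tbx1 neo2/neo2 carrier, Tbx1 neo2/neo2 minoxidil, and Tbx1 neo2/neo2 PGE_2_ embryos, and therefore no replicates and no spread between embryos. For each library, the authors deposited the UMI counts per gene and cell that Cell Ranger produced after alignment to mm10, without normalization, for the barcodes called as cells. In that order, the libraries held 292687940, 194023208, 151740600, and 156363845 UMIs. The median number of UMIs per cell was 20473.5, 13460.5, 39186.5, and 32504. Cells with at least 200 genes and at most 10% of their UMIs on mitochondrial genes were kept, which left 11474, 10683, 3201, and 4152 cells. The libraries were integrated with Seurat anchors and clustered at resolution 0.3. Genes whose levels are compared were left out of the genes used for clustering, except those that the paper names for TECs and hematopoietic cells. The levels of these excepted genes are therefore compared within clusters that they may have helped to define. Clusters were named from lists of marker genes fixed beforehand, so the names M-1 to M-6, E-2 to E-5, H-1, and H-2 were rebuilt and their cells need not be those of the study. Shares of cells carry an exact binomial (Clopper-Pearson) 95% interval, and for a count of 0 the share that 3 counts would make is given as the limit. Levels of genes are UMIs summed over the cells of a class and scaled to the total UMIs of that class (CPM), with an exact Poisson 95% interval, and ratios are on the log2 scale. All intervals are given in parentheses after the value and cover counting error alone. A gene was called higher or lower when the levels differed at least 1.5-fold and their intervals did not overlap, and no test or p-value was computed from cells. Positions are those of the GRCm38 build with the GENCODE vM21 annotation, a different release from the reference used by the authors, and genes were joined by Ensembl identifier.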

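The targeted gene itself, Tbx1 (ENSMUSG00000009097, chromosome 16, 18580979 to 18590671), was counted in every library, and the genotypes named are those of the library labels. In mesenchymal cells it had 3.29 (2.82 to 3.83) CPM in the Tbx1+/+ carrier library and 2.28 (2.00 to 2.60) in the Tbx1 neo2/neo2 carrier library. The corresponding values were 3.62 (3.00 to 4.33) with minoxidil and 2.01 (1.48 to 2.66) with PGE_2_. Epithelial cells had 2.36 (2.08 to 2.67) CPM in Tbx1+/+ and 1.11 (0.805 to 1.49) CPM in Tbx1 neo2/neo2 carrier embryos, with 1.36 (1.08 to 1.69) under minoxidil and 0.316 (0.190 to 0.493) under PGE_2_. Of the Tbx1+/+ epithelial Tbx1 UMIs, 103 of 253 lay in the 86 parathyroid-like cells, and without these the Tbx1+/+ level was 1.43 (1.21 to 1.68) CPM. Endothelial cells had the highest levels of these 4 classes, 11.7 (9.62 to 14.1) in Tbx1+/+ and 16.9 (13.9 to 20.4) in Tbx1 neo2/neo2 carrier embryos, then 19.0 (15.6 to 22.9) after minoxidil and 24.9 (20.0 to 30.5) after PGE_2_. In hematopoietic cells the 4 levels, in the same order of libraries, were 0.668 (0.506 to 0.866), 1.30 (0.920 to 1.78), 0.978 (0.710 to 1.31), and 0.309 (0.180 to 0.495). Tbx1 was thus not lower than in the Tbx1+/+ library in every class of the Tbx1 neo2/neo2 libraries.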

Unsupervised hierarchical clustering indicated the presence of 18 clusters in 4 groups, defined using mesenchymal (Pdgfra/Col1a2), endothelial (Cdh5/Pecam), epithelial (EpCAM/Krt8), and hematopoietic supercluster (Ptprc) markers, along with one mitochondrial group and an unidentified cluster (Table 2). 

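The kept cells formed 20 clusters. A cluster took the name of the marker list it led when at least 3 markers were detected and no second class was raised. Mesenchymal clusters numbered 7, epithelial 4, hematopoietic 3, erythroid 2, and endothelial 1, and 3 clusters stayed unnamed. Of the unnamed clusters, cluster 7 had a median of 1073 UMIs per cell, cluster 5 was led by Chga and Pth while the innate-like list scored highest over all its genes, and cluster 18 carried markers of 2 classes. Cluster 5 made up 16.8% (16.1 to 17.5) of the kept cells of the Tbx1+/+ carrier library and 0.637% (0.495 to 0.806) of the Tbx1 neo2/neo2 carrier library. Its shares under minoxidil and PGE_2_ were 0.562% (0.334 to 0.887) and 1.01% (0.730 to 1.36). Since 1931 of its 2059 cells came from 1 library, it could be a property of that library rather than a cell type. These Tbx1+/+ cells had a median of 5922 UMIs, whereas its cells of the Tbx1 neo2/neo2 carrier, minoxidil, and PGE_2_ libraries had medians of 67513.5, 102082, and 60806.5 UMIs and no UMI of Pth. Cluster 7 held 2.12% (1.86 to 2.40) and 8.08% (7.57 to 8.61) of the carrier libraries, then 6.25% (5.43 to 7.14) after minoxidil and 7.83% (7.03 to 8.69) after PGE_2_.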

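Mesenchymal cells were 25.0% (24.2 to 25.8) of the kept cells of the Tbx1+/+ carrier library and 61.5% (60.6 to 62.5) of the Tbx1 neo2/neo2 carrier library. Epithelial cells went from 30.5% (29.6 to 31.3) to 12.2% (11.6 to 12.8) of the kept cells, and hematopoietic cells from 20.5% (19.8 to 21.2) to 10.8% (10.2 to 11.4). Endothelial cells were 1.77% (1.54 to 2.03) and 2.28% (2.01 to 2.59), and erythroid cells 2.12% (1.86 to 2.40) and 4.37% (3.99 to 4.78). Minoxidil gave 31.3% (29.7 to 32.9) mesenchymal, 30.6% (29.0 to 32.2) epithelial, and 23.2% (21.8 to 24.7) hematopoietic cells. With PGE_2_ the 3 shares were 21.2% (19.9 to 22.4), 30.0% (28.6 to 31.5), and 29.0% (27.6 to 30.4). The mesenchymal share of the Tbx1 neo2/neo2 carrier library moved most, to 44.0%, when cells with more than 5% mitochondrial UMIs were left out, and that of the Tbx1+/+ library was then 16.2%. The hematopoietic share of the Tbx1+/+ library moved most when the unnamed cluster 5 was counted in, an alternative chosen after seeing the data, which gave 37.3% (36.4 to 38.2) against 11.4% (10.8 to 12.0).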

Hypoplastic lobes (Tbx1^neo2/neo2^) had altered mesenchymal clusters, minor changes in epithelial clusters, and reduced cell numbers in the hematopoietic cluster (Fig. 3 A and Table 2).

**Table 2.** Embryonic thymic subcluster representation following carrier or drug administration

Cell subclusters	Number and percent of cells/sample				Putative cell type (Identifier genes)
	Tbx1^+/+^ (carrier) (11,820)	Tbx1^neo2/neo2^ (carrier) (11,123)	Tbx1^neo2/neo2^ (minoxidil) (3,293)	Tbx1^neo2/neo2^ (PGE_2_) (4,290)	
Mesenchymal	2,820	6,400	998	882	Mesenchymal subcluster (genes)
M-1	1,048 (37%)	**3,748 (59%)** ^a^	426 (43%)	396 (44%)	Caps Fb 2b (Adamts2, Bgn, and Fbn1) and 3 (Igf1, Dcn, and Olfml3)
M-2	797 (28%)	*432 *(*7%*)^b^	244 (24%)	229 (25%)	Pericytes-A (Ebf1, Kcnj8, Pdgfrb, and Cspg4)—high
M-3	671 (24%)	1,304 (20%)	253 (25%)	219 (26%)	Pericytes-B (Ebf1, Kcnj8, Pdgfrb, and Cspg4)—low. Proliferating cells (Mki67 and Top2a1)
M-4	247 (9%)	*59 *(*1%*)^b^	61 (6%)	22 (2.5%)	Cap Fb 1 (Adh1a2, Capn6, Itm2a, and Svep1)
M-5	15 (0.5%)	**583 (9%)** ^a^	2 (0.2%)	3 (0.3%)	Cap Fb (Sox 9) In Tbx1^neo2/neo2^ thymuses: Chondrocytes (Sox 5,6,9, Col2a1 Col9a1, Col11a1, and Acan)
M-6	42 (1.5%)	**274 (4%)**	12 (1.2%)	13 (1.5%)	Thymic mesoderm-derived mesenchymal subset with transient myogenic potential (Chrna1, Pax7, Myod1, Myog, Pdgfra, Vcam1, and Col1a2) and some neural crest-derived cells (Sox10 and Foxd3)
Endothelial	216	261	109	104	Endothelial (Cdh1 and Pecam1)
Epithelial	3,666	1,354	1,004	1,318	Epithelial subcluster (genes)
E-1	1,692 (46%)	660 (49%)	526 (52%)	685 (52%)	cTEC^lo^ I (EpCAM, Krt8, low levels of Psmb11, Prss16, and Ccl25)
E-2	179 (5%)	36 (3%)	18 (2%)	19 (1%)	cTEC ^lo^ II (EpCAM, Krt8, low levels of Psmb11, Prss16, and Ccl25)
E-3	1,032 (28%)	390 (29%)	267 (27%)	343 (26%)	cTEC^hi^ (EpCAM, Krt8, Psmb11, Prss16, and Ccl25)
E-4	662 (18%)	260 (19%)	193 (19%)	270 (20%)	Bipotent thymic epithelial progenitor population (EpCAM, Krt8, Krt14, Krt5, Krtdap, Cldn4, lower levels of MHC class II, and Ccl21)
E-5	101 (3%)	8 (0.6%)	0 (0%)^c^	1 (0.8%)	Immature TECs; Pth marker (EpCAM, Krt8, Pth, and Chga)
Hematopoietic	4,480	1,308	796	1,275	Hematopoietic subclusters
H-1	842 (19%)	381 (24%)	351 (44%)	637 (50%)	DN3 (high levels Ptprc, Lck, Cd3g, Runx1, and Il2ra)
H-2	197 (4%)	**314 (24%)** ^a^	96 (12%)	76 (6%)	Macrophages and dendritic cells (Pf4, CD68, Fcgr3, and C1qa)
H-3	1,224 (27%)	431 (29%)	301 (38%)	486 (38%)	Early TP and DN2 (Cd7, Cd25, Il2ra, and CD44)
H-4	2,217 (49%)	*182 (14%)*	48 (6%)	76 (6%)	DN4/innate-like cytotoxic T/NK precursors (Ifitm1, Ifitm2, Gzma, and Plac8)

a Uniquely elevated in Tbx1^neo2/neo2^ carrier (bold).

b Uniquely reduced in Tbx1^neo2/neo2^ carrier (italic).

c Absent, likely corresponds to some Pth material.

**Figure 3.**
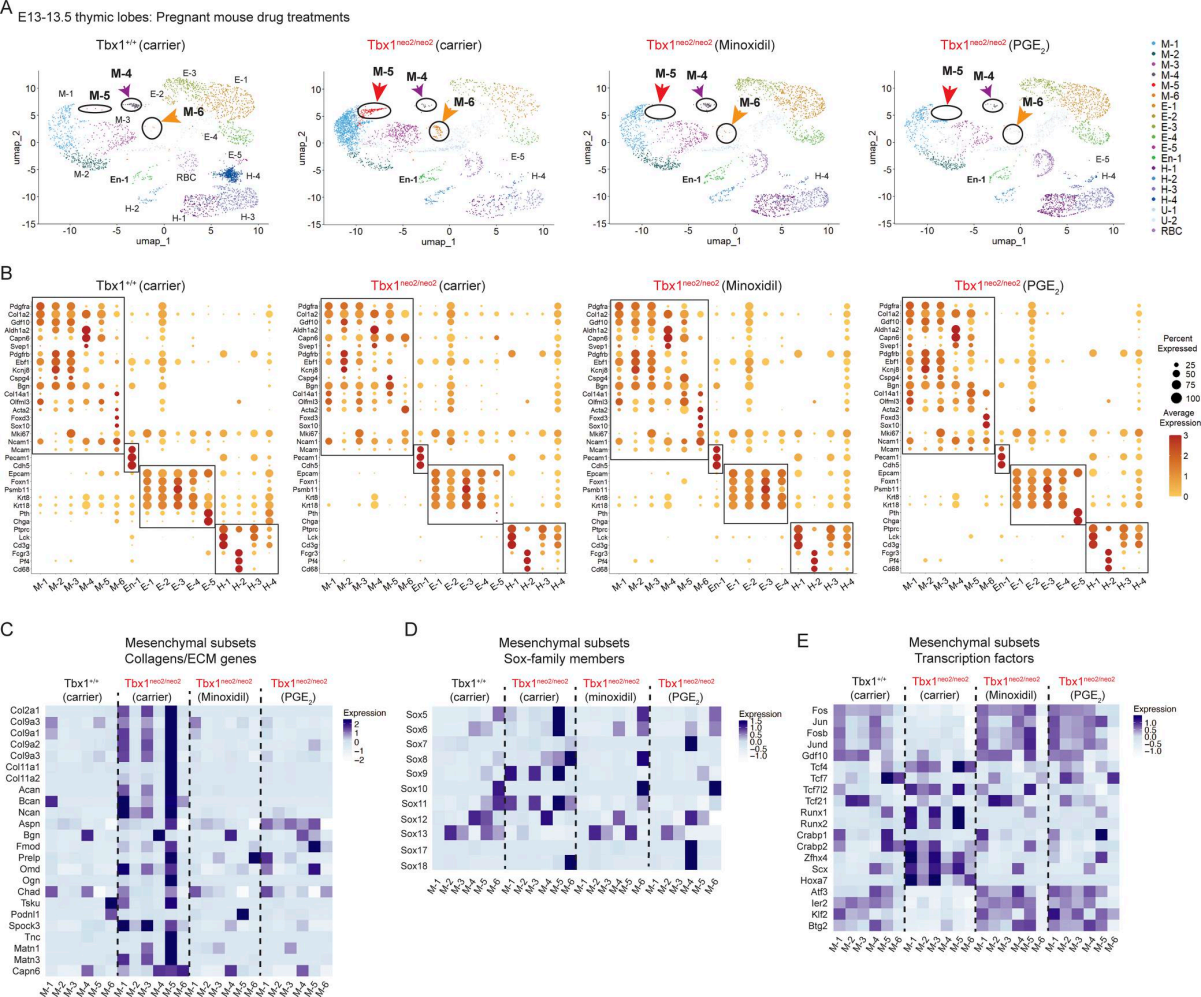
**scRNA Seq reveals transcript levels in mesenchymal, endothelial cells, epithelial, and hematopoietic subsets in embryonic thymuses after in utero carrier and drug treatments. (A)** Fetal thymuses were isolated from Tbx1^+/+^ and Tbx1^neo2/neo2^ E13–13.5 embryos obtained from carrier, minoxidil-, and PGE_2_-treated pregnant mice. scRNA Seq results were plotted with UMAPs, revealing 18 distinct cell subgroups (Tbx1^+/+^-carrier, Tbx1^neo2/neo2^-carrier, -minoxidil, and -PGE_2_). Six mesenchymal cell clusters (M-1 to M-6), one endothelial population (En-1), five epithelial clusters (E-1 to E-5), four hematopoietic cell types (H-1 to H-4), and a red blood cell cluster (U-1) are shown. The red and orange arrows indicate the overrepresentation of M-5 and M-6 clusters in hypoplastic thymuses (Tbx1^neo2/neo2^). The purple reveals changes in the M-4 cluster. **(B)** Dot plot comparisons reveal transcript levels in the various subclusters. Increasing dot sizes reveals the percentage of cell expression the transcripts. The orange to red scale reveals increasing expression levels. Mesenchymal (M-1 to M-6), endothelial (En-1), epithelial (E-1 to E-5), and hematopoietic (H-1 to H-4) superclusters are boxed. **(C–E)** Heat maps reveal the relative expression of the indicated mesenchymal transcripts grouped under three broad categories: (C) collagens/ECM proteins, (D) Sox family TFs, and (E) additional transcriptional regulators. Genes with P < 0.00001 and logbase_2_ differences >1.5 are shown.

To define the changes in each cell subtype, subclustering was done based on a defined set of transcripts (Table 2). Note the current numbering is distinct from that previously assigned (32). Mesenchymal cells comprised six subclusters: capsular fibroblasts (Cap Fb’s 1, 2, 3 and 4; identifier = M-1, M-4, and M-5), perivascular cells or pericytes (comprises mural and smooth muscle cells) (identifier = M-2 and M-3), and cells with chondrogenic markers (identifier = M-5 and some M-6) (Fig. 3 B and Table 2). 

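The chondrocyte-like mesenchymal cluster (cluster 10, named M-5 from Cnmd, Hapln1, Snorc, Matn4, and other cartilage genes) held 100 of 2865 mesenchymal cells in the Tbx1+/+ carrier library, a share of 3.49% (2.85 to 4.23). In the Tbx1 neo2/neo2 carrier library it held 949 of 6573 mesenchymal cells, 14.4% (13.6 to 15.3), which was 4.14-fold the Tbx1+/+ share. Of its 1107 cells, most came from the Tbx1 neo2/neo2 carrier library, so the cluster may in part stand for that library. Among its cells of that library with UMIs of either Xist or Y-linked genes, 0.170% were female, against 51.6% of the epithelial cells. Its share depended on the setting, with 19.7% and 31.9% in the carrier libraries at the limit of 20% mitochondrial UMIs, 9.36% and 30.3% at resolution 0.6, and 0% and 15.7% without integration. Cluster 6 scored next on the cartilage list, below the limit for the name, and held 8.13% (7.16 to 9.19) of Tbx1+/+ and 18.4% (17.5 to 19.4) of Tbx1 neo2/neo2 carrier mesenchymal cells. The myogenic cluster (cluster 16, named M-6 from Chrna1, Pax7, Myod1, Myog, Myf5, and Des) held 7 and 311 cells, shares of 0.244% (0.0983 to 0.503) and 4.73% (4.23 to 5.27), a 19.4-fold difference resting on 7 Tbx1+/+ cells. A count that uses clusters only to define the mesenchymal class was taken after each cell was thinned to 5000 UMIs. It was the share of mesenchymal cells with UMIs of at least 3 of 7 chondrogenic genes (Sox5, Sox6, Sox9, Col2a1, Col9a1, Col11a1, and Acan). That share was 0.772% (0.485 to 1.17) in Tbx1+/+ and 33.7% (32.5 to 34.9) in Tbx1 neo2/neo2 carrier embryos, then 1.72% (1.00 to 2.74) after minoxidil and 0.351% (0.0724 to 1.02) after PGE_2_. For comparison, hematopoietic cells gave 0.0442% (0.00112 to 0.246) and 2.39% (1.52 to 3.56) in the carrier libraries. They need not be a pure background, since those of the Tbx1+/+ library held 1476 UMIs of Col9a3 (17.3 CPM), a gene outside the 7. Under minoxidil and PGE_2_ the hematopoietic count was 0 of 682 and 0 of 1157 cells, which at 3 counts allows shares of up to 0.440% and 0.259%. Median UMIs before thinning were 16356, 13306, 30562, and 25322 per mesenchymal cell and 35206, 25639, 61890, and 45855 per hematopoietic cell, in the order Tbx1+/+ carrier, Tbx1 neo2/neo2 carrier, minoxidil, and PGE_2_. Without thinning, the mesenchymal shares were 10.1%, 45.2%, 21.0%, and 9.33%, and thinning left out 16, 144, 13, and 24 cells with fewer UMIs.

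**Figure D1:**
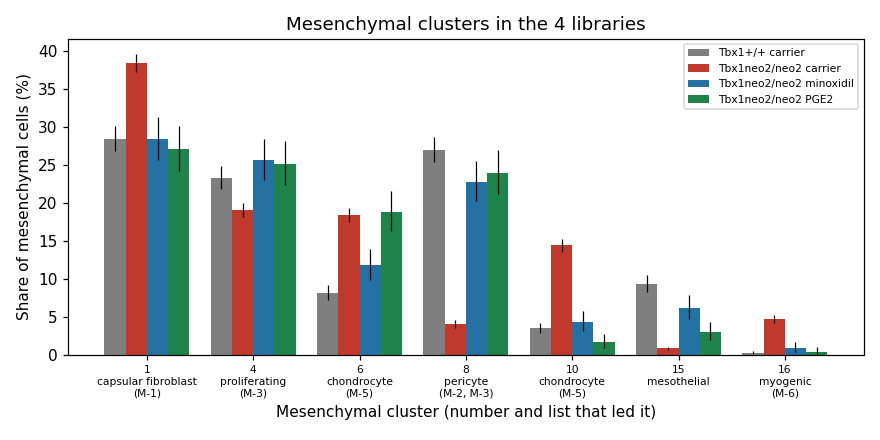
Share of mesenchymal cells (percent) in each mesenchymal cluster, with 1 bar per library and error bars giving the exact binomial 95% interval. The chondrocyte-like cluster stands at 14.4% in the Tbx1 neo2/neo2 carrier library and between 1.71% and 4.29% in the other 3 libraries.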

Mesenchymal subsets M-5 and M-6 were selectively overrepresented 17- and 3-fold, respectively, in the Tbx1^neo2/neo2^ hypoplastic thymuses (carrier treatment group) (Fig. 3 A, see arrows). M-1 subcluster (Cap Fb’s 2 and 3) was marginally over-represented (1.5-fold) (Fig. 3, A and B). 

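The fibroblast cluster named by the M-1 list (cluster 1, with Adamts2, Bgn, Fbn1, Igf1, Dcn, and Olfml3) was 28.4% (26.8 to 30.1) of mesenchymal cells in the Tbx1+/+ carrier library and 38.4% (37.3 to 39.6) in the Tbx1 neo2/neo2 carrier library. It was 28.4% (25.7 to 31.3) after minoxidil and 27.1% (24.2 to 30.1) after PGE_2_. Clustering without integration moved these shares most, to 58.3% in the Tbx1 neo2/neo2 carrier library.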

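The list of pericyte genes (Ebf1, Kcnj8, Pdgfrb, Cspg4, Abcc9, Notch3, and others) named cluster 8, the nearest match to M-2, which fell from 27.0% (25.4 to 28.7) of mesenchymal cells in Tbx1+/+ carrier to 4.03% (3.57 to 4.54) in Tbx1 neo2/neo2 carrier embryos. No cluster was named by the M-4 list (Aldh1a2, Capn6, Itm2a, and Svep1). The mesothelial cluster 15, with Aldh1a2 and Itm2a among its 10 leading genes, was taken as the nearest match to M-4 after its genes were seen, and was 9.35% (8.31 to 10.5) of mesenchymal cells in Tbx1+/+ and 0.837% (0.631 to 1.09) in Tbx1 neo2/neo2 carrier embryos. Proliferating cells of cluster 4, named from the list with Mki67, Top2a, Cenpf, Ccnb1, and Ube2c (M-3) although none of these was among its 10 leading genes, were 23.3% (21.8 to 24.9) and 19.1% (18.1 to 20.0).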

M-2 and M-4 were marginally and substantially reduced, respectively (Fig. 3, A and B; and Table 2). Minoxidil and PGE_2_ normalized the representation of these subclusters, with stark reductions in the M-5 and M-6 subsets and a restoration of M-4 for the Tbx1^neo2/neo2^ embryos (Fig. 3, A and B). 

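The chondrocyte-like cluster 10 was 4.29% (3.12 to 5.74) of mesenchymal cells after minoxidil (43 cells) and 1.71% (0.958 to 2.80) after PGE_2_ (15 cells). The myogenic cluster 16 was 0.898% (0.412 to 1.70) and 0.341% (0.0704 to 0.994), from 9 and 3 cells. Pericyte cluster 8 was back at 22.8% (20.2 to 25.5) with minoxidil and 24.0% (21.2 to 27.0) with PGE_2_, and the mesothelial cluster 15 reached 6.19% (4.78 to 7.86) and 2.96% (1.94 to 4.30). Cluster 6 stood at 11.8% (9.85 to 13.9) after minoxidil and 18.8% (16.2 to 21.5) after PGE_2_, the latter not below its Tbx1 neo2/neo2 carrier share. Cluster 4 was 25.6% (23.0 to 28.5) and 25.1% (22.3 to 28.1).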

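Among epithelial cells, the cTEC cluster named from Psmb11, Prss16, Ccl25, Ctsl, and Tbata (cluster 2, E-3) was 41.3% (39.7 to 43.0) in Tbx1+/+ carrier, 40.0% (37.3 to 42.7) in Tbx1 neo2/neo2 carrier, 41.8% (38.7 to 44.9) in minoxidil, and 37.5% (34.8 to 40.2) in PGE_2_ embryos. Cluster 3, also led by the cTEC list and the most proliferative of the epithelial clusters, was 36.7% (35.1 to 38.3), 39.6% (36.9 to 42.3), 38.4% (35.3 to 41.5), and 41.3% (38.5 to 44.1) in the same order. The bipotent TEC cluster named from Krt14, Krt5, Krtdap, and Cldn4 (cluster 9, E-4) was 19.5% (18.2 to 20.9), 20.4% (18.2 to 22.7), 19.8% (17.4 to 22.5), and 21.3% (19.0 to 23.6).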

Most TEC subclusters were comparable between the wild-type (Tbx1^+/+^), Tbx1^neo2/neo2^ carrier controls, and Tbx1^neo2/neo2^ drug treatment groups. One exception was subcluster E-5, absent in the minoxidil-treated group (Fig. 3 A). 

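The parathyroid-like cluster named from Pth, Chga, Gcm2, and Casr (cluster 19, E-5) was made of 86 cells of the Tbx1+/+ carrier library, 2.46% (1.97 to 3.03) of its epithelial cells, and of no cell of the other 3 libraries. At the limit of 20% mitochondrial UMIs and without integration it also held 1 cell of the PGE_2_ library. A count of 0, taken at 3 counts, allows up to 0.0281% of all kept cells in the Tbx1 neo2/neo2 carrier, 0.0937% in the minoxidil, and 0.0723% in the PGE_2_ library. Pth had 178263 UMIs in the Tbx1+/+ carrier library and 4, 4, and 234 UMIs in the Tbx1 neo2/neo2 carrier, minoxidil, and PGE_2_ libraries. Cells with at least 10 Pth UMIs numbered 1072 in the Tbx1+/+ library, more than the parathyroid-like cells themselves.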

As this subcluster contains Pth markers, minoxidil may have caused the Pth tissue to completely separate from the thymus more effectively than the control and PGE_2_ samples (Table 2). The hematopoietic subclusters in the hypoplastic thymuses (Tbx1^neo2/neo2^-carrier) exhibited more cells in H-2, while H-3 and H-4 were reduced (Fig. 3 A). 

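Macrophage and dendritic genes (Pf4, Cd68, Fcgr3, C1qa, C1qb, C1qc, and Csf1r) named cluster 12, the match to H-2, which held 184 cells in Tbx1+/+ carrier and 299 in Tbx1 neo2/neo2 carrier embryos, 7.83% (6.77 to 8.99) and 25.9% (23.4 to 28.6) of hematopoietic cells. Cluster 0 was named H-1 from the DN3 list within the hematopoietic class, although its best list over all clusters was that of innate-like genes (Ifitm1, Ifitm2, Gzma, Plac8, Nkg7, and Klrd1), so H-1 and H-4 cells were not separated in it. It made up 85.5% (84.1 to 86.9) and 67.5% (64.7 to 70.2). A further cluster with Klrd1 and Ccl5 among its leading genes, nearest to H-4, came apart in 4 alternatives, with 289 cells at the limit of 20% mitochondrial UMIs, 562 with all variable genes, 281 without integration, and 452 at resolution 0.6. Cluster 17 was led by S100a9, S100a8, Camp, and Ngp and held none of the early progenitor markers of H-3 (Cd7, Il2ra, Cd44, Kit, and Flt3) among its 10 leading genes, so no cluster was set beside H-3. Its shares were 6.64% (5.66 to 7.72) and 6.59% (5.23 to 8.18). As numbers of cells, clusters 0 and 17 fell from 2011 to 778 and from 156 to 76.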

Minoxidil and PGE_2_ normalized the representation of H-1, H-2, and H-3 subclusters, while H-4 remained low (Fig. 3, A and B; and Table 2).

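Cluster 0, in which DN3 and innate-like genes (H-1 and H-4) were not separated, was 83.4% (80.6 to 86.0) of hematopoietic cells after minoxidil and 89.9% (88.1 to 91.6) after PGE_2_. For the macrophage and dendritic cluster 12 the shares were 12.4% (10.1 to 15.0) and 6.15% (4.86 to 7.66). Cluster 17, which was not set beside H-3, was 4.17% (2.85 to 5.87) with minoxidil and 3.91% (2.88 to 5.16) with PGE_2_.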

### Minoxidil and PGE_2_ administration in pregnant mice normalized the levels of multiple Sox family members in the mesenchymal subsets

We next analyzed the differentially expressed genes (DEGs) seen among multiple NCC-derived mesenchymal subsets in control and Tbx1^neo2/neo2^ embryonic thymuses to identify the mechanistic cause(s) for the small thymus. 

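Over all mesenchymal cells, Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695) rose from 0.911 (0.669 to 1.21) to 224 (221 to 227) CPM between Tbx1+/+ carrier and Tbx1 neo2/neo2 carrier embryos, a log2 ratio of 7.94 (7.53 to 8.39). The log2 ratio of Col9a3 (ENSMUSG00000027570, chromosome 2, 180597790 to 180622189) was 6.38 (6.16 to 6.60), and that of Col11a1 (ENSMUSG00000027966, chromosome 3, 114030540 to 114220718) was 2.32 (2.26 to 2.38). Col9a1 (ENSMUSG00000026147, chromosome 1, 24177610 to 24252684) had a ratio of 1.52 (1.45 to 1.58) and Col9a2 of 2.10 (2.02 to 2.17). Aggrecan, Acan (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099), had 3 UMIs in Tbx1+/+ and 3297 in Tbx1 neo2/neo2 carrier embryos, a ratio of 9.11 (7.56 to 11.39). The median of these 6 chondrogenic genes was 4.35 (4.21 to 4.49), and averaging normalized UMIs per cell in place of summing moved it most, to 1.15. Here and below, averaging adds 1 before taking logarithms, which by itself brings the ratios of genes with low levels toward 0. Of 42 measured collagen genes, 19 were called higher and 7 lower, the latter led by type IV collagens such as Col4a1 at -1.44 (-1.48 to -1.41). The most abundant fibrillar collagens moved less, with Col1a1 at -0.016 (-0.028 to -0.003) and Col3a1 at -0.22 (-0.23 to -0.21). By cluster, the median of the chondrogenic genes was 2.46 in cluster 1, where Col9a1 was lower, 4.55 in cluster 4, 5.31 in cluster 6, 1.38 in cluster 8, 2.79 in cluster 10, and 2.35 in cluster 15. In the myogenic cluster 16, with few Tbx1+/+ cells, none of the 6 genes was called. TMM scaling shifted the mesenchymal libraries by less than 0.1 on the log2 scale and kept the direction of the median. Among female cells alone, 215 of the Tbx1 neo2/neo2 carrier and 741 of the Tbx1+/+ carrier library, the median was 2.61. Between the libraries that were compared, hematopoietic cells showed the same 6 genes higher at a median of 3.40 (Col9a3 at 0.78), a rise whose source (free RNA, doublets, or another) was not tested.

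**Figure D2:**
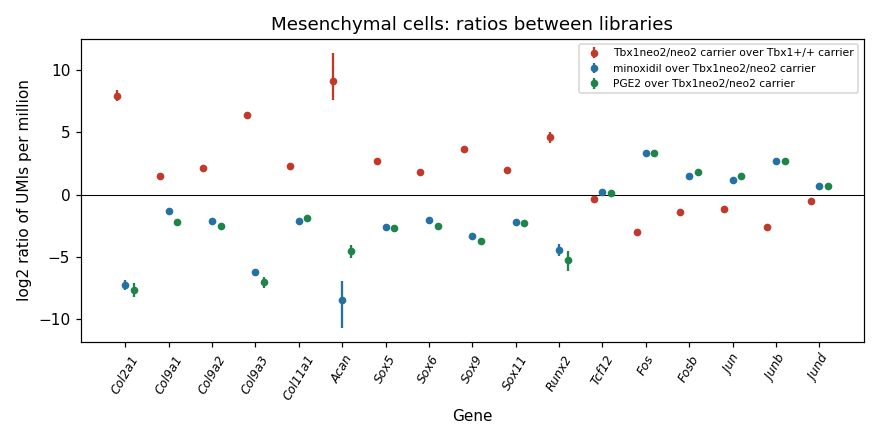
Log2 ratio of the level in mesenchymal cells for 17 genes (points, with exact 95% intervals as bars), for Tbx1 neo2/neo2 carrier over Tbx1+/+ carrier, minoxidil over Tbx1 neo2/neo2 carrier, and PGE_2_ over Tbx1 neo2/neo2 carrier. Col2a1 lies at 7.94 in the first ratio and at -7.25 and -7.63 in the drug ratios.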

Consistent with our previous findings, there was a significant increase in collagens and ECM transcript expression in the mesenchymal subclusters from the hypoplastic thymuses (Tbx1^neo2/neo2^) (Fig. 3 C). The in vivo administration of minoxidil and PGE_2_ to the pregnant mice resulted in a dramatic reduction in the expression of these same transcripts in most of the mesenchymal subclusters affected (Fig. 3 C). 

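Against the Tbx1 neo2/neo2 carrier library, the log2 ratio of Col2a1 in mesenchymal cells had an interval of -7.68 to -6.84 with minoxidil and of -8.23 to -7.09 with PGE_2_. Col9a3 was at -6.25 (-6.53 to -5.99) and -7.06 (-7.50 to -6.66), Col11a1 at -2.13 (-2.21 to -2.06) and -1.89 (-1.97 to -1.82), and Col9a1 at -1.31 (-1.39 to -1.24) and -2.21 (-2.33 to -2.10). Acan fell to 3 UMIs with minoxidil, a ratio of -8.47 (-10.75 to -6.92), and to 33 UMIs with PGE_2_, -4.54 (-5.08 to -4.05). The median of the 6 chondrogenic genes was -4.19 (-4.37 to -4.03) with minoxidil and -3.55 (-3.88 to -3.25) with PGE_2_. For the whole collagen family, 16 of 42 measured genes were lower and 8 higher with minoxidil, and 15 of 40 lower and 8 higher with PGE_2_. The median of the chondrogenic genes was below 0 in clusters 1, 4, 6, 8, 10, and 15 with both drugs, while cluster 1 again held 1 gene, Col9a1, that went the other way.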

Given the dramatic changes in gene expression, particularly the collagens, we assessed the changes in Sox family member TFs known to regulate these genes. Eight different Sox family members were affected, with five upregulated and three reduced in expression in one or more of the mesenchymal subclusters (Fig. 3 D). 

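In mesenchymal cells 14 Sox genes had at least 20 UMIs in the carrier libraries together. Called higher in the Tbx1 neo2/neo2 carrier embryos were 6 of them, Sox4 at a log2 ratio of 0.96 (0.94 to 0.98), Sox8 at 2.34 (1.97 to 2.73), Sox5, Sox6, Sox9, and Sox11. Sox13 alone was lower over the whole class, at -2.18 (-2.38 to -1.98). Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) rose from 32.0 (30.4 to 33.5) to 413 (409 to 417) CPM, a ratio of 3.69 (3.62 to 3.76). Averaging over cells moved the ratio of Sox9 most, to 2.08.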

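In the chondrocyte-like cluster 10, Sox9 had 92.7 (76.9 to 111) CPM in Tbx1+/+ and 1159 (1139 to 1179.6) in Tbx1 neo2/neo2 carrier embryos, a log2 ratio of 3.65 (3.39 to 3.92). Sox5 (ENSMUSG00000041540, chromosome 6, 143828425 to 144781977) had a ratio of 4.69 (3.47 to 6.32) from 5 and 1093 UMIs. For Sox6 (ENSMUSG00000051910, chromosome 7, 115470872 to 116038796) it was 3.83 (2.78 to 5.15), from 7 and 841 UMIs. Over all mesenchymal cells the ratios of Sox5 and Sox6 were 2.72 (2.54 to 2.90) and 1.84 (1.70 to 1.98). Cluster 10 had no Col2a1 UMI in Tbx1+/+ carrier embryos and 7461 in Tbx1 neo2/neo2 carrier embryos, a level at least 295-fold higher.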

The M-5 subcluster had a prominent overexpression of the Sox5,6,9 trio (Fig. 3 D). This Sox family trio enforces the programming of mesenchymal cells into chondrocytes, which are major producers of collagens and ECM proteins (Fig. 3 D) (60). 

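Sox11 (ENSMUSG00000063632, chromosome 12, 27334264 to 27342574) had a log2 ratio of 2.01 (1.96 to 2.05) between Tbx1 neo2/neo2 carrier and Tbx1+/+ carrier mesenchymal cells. Runx2 (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) went from 0.930 (0.686 to 1.23) to 22.3 (21.3 to 23.2) CPM, a ratio of 4.58 (4.17 to 5.02). Hoxa7 (ENSMUSG00000038236, chromosome 6, 52214491 to 52221854) went from 0.523 (0.345 to 0.761) to 106 (104 to 108), a ratio of 7.67 (7.12 to 8.27), and was among the 10 leading genes of cluster 10. Hox genes of paralog groups 6 to 13 together stood at 314 CPM in mesenchymal cells of the Tbx1 neo2/neo2 carrier library. Tissue of another axial level taken along with the lobes is therefore a candidate source beside the genotype, and these were not told apart. Tcf12 (ENSMUSG00000032228, chromosome 9, 71842688 to 72111871) had 175 (172 to 179) and 133 (131 to 135) CPM, a ratio of -0.40 (-0.44 to -0.36), which was under the 1.5-fold limit.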

Sox11, Tcf12, Runx2, and Hoxa7 were also elevated. Sox11 increases ECM protein deposition, with a putative role in epithelial–mesenchymal interactions (61). Each of these TFs regulates various aspects of mesenchymal cell migration, proliferation, and/or differentiation (36, 37, 38). This would explain the expansion of chondrocytes. All six mesenchymal subclusters exhibited a substantial reduction in transcripts involved in the MAP kinase signaling pathway (e.g., Fos and Jun) in the Tbx1^neo2/neo2^ embryos (Fig. 3 E). 

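Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) fell from 1103 (1094 to 1112.5) to 139 (136 to 141) CPM of mesenchymal cells, a log2 ratio of -2.99 (-3.02 to -2.97). Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) had a ratio of -1.14 (-1.16 to -1.12), and Junb and Fosb had ratios of -2.63 (-2.67 to -2.59) and -1.41 (-1.44 to -1.38). The median of 6 measured genes of the Fos and Jun family was -1.27 (-1.33 to -1.25), with Jund at -0.48 (-0.50 to -0.47) and not called. It moved most, to -1.03, when normalized UMIs were averaged over cells. In clusters 1, 4, 6, 8, 10, and 15 both Fos and Jun were lower, with Fos between -3.62 in cluster 6 and -1.61 in cluster 8. In the myogenic cluster 16, with 8 Fos UMIs in the Tbx1+/+ library, Fos was at -1.05 (-2.07 to 0.18) and not called, and Jun was at -0.64 (-1.14 to -0.091). The family was also lower in the other classes, with a median of -0.97 in hematopoietic, -0.68 in epithelial, and -0.77 in endothelial cells.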

Remarkably, the majority of the TFs normalized following in utero drug treatments, which restored the thymus size in the Tbx1^neo2/neo2^ embryos (Fig. 3, C–E and Fig. 2 B). 

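With minoxidil, Fos and Jun of mesenchymal cells were higher than in the Tbx1 neo2/neo2 carrier library by log2 ratios of 3.32 (3.29 to 3.35) and 1.16 (1.14 to 1.18), and with PGE_2_ by 3.36 (3.33 to 3.39) and 1.50 (1.48 to 1.51). All 6 measured genes of their family were called higher with each drug, at medians of 1.34 (1.31 to 1.42) and 1.63 (1.61 to 1.66). Runx2 fell by 4.44 on the log2 scale with minoxidil and reached 1.03 (0.711 to 1.43) CPM, and PGE_2_ left 0.586 (0.320 to 0.983). Hoxa7 had 3 UMIs with minoxidil, a ratio of -10.20 (-12.47 to -8.65), and 7 with PGE_2_, -8.50 (-9.82 to -7.46). Tcf12 moved by 0.22 (0.18 to 0.27) and 0.12 (0.063 to 0.17), and Sox13 rose by 2.14 (1.92 to 2.36) and 1.85 (1.60 to 2.10).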

Among those TFs that were reduced to control levels were the Sox5,6,9 trio and Sox11. These four TFs drive chondrogenic cell fate (60). 

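Sox9 stood at 40.5 (38.3 to 42.7) CPM of mesenchymal cells after minoxidil and 31.0 (28.8 to 33.3) after PGE_2_, log2 ratios of -3.35 (-3.43 to -3.27) and -3.73 (-3.84 to -3.63) against the Tbx1 neo2/neo2 carrier library. Sox11 had 91.5 (88.9 to 94.2) CPM in Tbx1+/+ carrier embryos, 81.9 (78.9 to 85.1) with minoxidil, and 74.5 (71.1 to 78.0) with PGE_2_. For Sox5 the 3 levels were 5.23 (4.63 to 5.89), 5.80 (5.00 to 6.68), and 5.27 (4.39 to 6.28), and for Sox6 they were 9.01 (8.21 to 9.87), 7.70 (6.78 to 8.70), and 5.48 (4.58 to 6.51).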

Their reduced levels following minoxidil or PGE_2_ treatments were consistent with the diminished transcripts encoding proteins involved in collagen assembly, collagen cross-linking, and ECM proteins in the Tbx1^neo2/neo2^ thymuses (Fig. 3, C–E). 

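In the chondrocyte-like cluster 10 of the drug-treated libraries, Sox9 was at log2 ratios of -2.94 (-3.17 to -2.72) with minoxidil and -4.30 (-5.01 to -3.67) with PGE_2_ against the Tbx1 neo2/neo2 carrier library. Cluster 10 held no Col2a1 UMI in either drug library, which puts its log2 ratio to the Tbx1 neo2/neo2 carrier library at -8.01 or lower with minoxidil and at -6.26 or lower with PGE_2_. From the rise of the chondrocyte-like cells and of the Sox5, Sox6, and Sox9 transcripts in Tbx1 neo2/neo2 carrier embryos, and their fall after either drug, the paper concludes that mesenchymal cells were reprogrammed toward chondrocytes and that both drugs reversed this. The paper's RT-qPCR and immunofluorescence also bear on this and were not analysed here.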

In summary, a developmental reprogramming of embryonic mesenchymal cells in 22q11.2DS mouse models results in an overrepresentation of chondrocytes, reversed by minoxidil and PGE_2_ administration in vivo.

### Reducing Sox9-expressing chondrocytes in the Tbx1^neo2/neo2^ thymic capsule normalizes tissue growth

The mesenchymal subcluster changes in the Tbx1^neo2/neo2^ hypoplastic lobes were coupled with increased collagen and Sox9 transcript levels (Fig. 3, C–E). To confirm these findings, RT-qPCR was done on whole thymic tissues from E13–13.5 embryos isolated from carrier and drug-treated pregnant mice. Col2a1, Col9a2, Col11a1, and Acan were significantly increased in the Tbx1^neo2/neo2^ hypoplastic lobes (Fig. 4 A). Each was significantly reduced following minoxidil administration (Fig. 4 A). However, Sox9 levels did not change significantly following the drug treatment. One likely explanation for this is the growth and expansion of TEC subsets that express Sox9 (62, 63). Since the thymic capsule is primarily composed of mesenchymal cells, we assessed the number and location of Sox9^+^ cells by immunofluorescence (62). A small number of Sox9-expressing cells were detected throughout the control thymus (Fig. 4 B). Many more Sox9-positive cells were evident in the hypoplastic lobes (Tbx1^neo2/neo2^) (Fig. 4 B). Minoxidil administration to the pregnant dams, prior to thymus specification, reduced their numbers (Fig. 4 B, two examples). Quantification of the Sox9 cell number confirmed a statistically significant increased number of Sox9^**+**^ cells in the Tbx1^neo2/neo2^ thymuses (Fig. 4 C). Confocal microscopy was then used to visualize the location and intensity of the Sox9 signal. There was an overrepresentation of Sox9-expressing chondrocyte-fated cells within an expanded thymic capsule in the hypoplastic thymuses (Fig. 4 D). Minoxidil treatments significantly reduced the thickness of the thymic capsule, with a corresponding loss of Sox9^+^ chondrocytes (Fig. 4 E). Some Sox9^+^ cells remained within the center of the thymic lobe, likely representing some mesenchymal cells, endothelial cells, and/or TECs. As chondrocytes are the primary producers of specific collagens, such as Col2a1, these were compared among the embryonic thymuses (Fig. 4 F). Col2a1 levels were significantly elevated in the small thymuses (Fig. 4, F and G). These were partly reduced following minoxidil treatments. Our prior work established that human thymuses from 22q11.2DS patients had higher collagen levels than controls (32). To specifically characterize the levels of Sox9-regulated Col2a1, we undertook immunohistochemical and immunofluorescent comparisons with a 22q11.2 versus non-22q human thymus. The control human thymus had a well-defined lobular structure with thin septae and clear cortical-medullary zonation (Fig. 4 H). The 22q11.2DS thymus had thicker fibrous septae and poor cortical-medullary zonation. The human 22q11.2DS thymus had more separation between the subsections of the thymus. Immunofluorescence revealed higher Col2a1 expression in the 22q11.2DS thymus, predominantly medullary, exhibiting a denser, patchy, and punctate distribution. The control Col2a1 signal is minimal and diffusely localized, primarily within the medullary region (Fig. 4 I). This was more evident in a zoomed-in image, with these levels higher in Hassall’s corpuscules (Fig. 4 J). Taken together, our findings establish that Sox9-expressing chondrocyte-like cells are expanded in hypoplastic embryonic thymuses in the setting of 22q11.2DS. This contributes to increased collagen and ECM deposition, which is also revealed in postnatal adult thymic tissue from 22q11.2DS patients.

**Figure 4.**
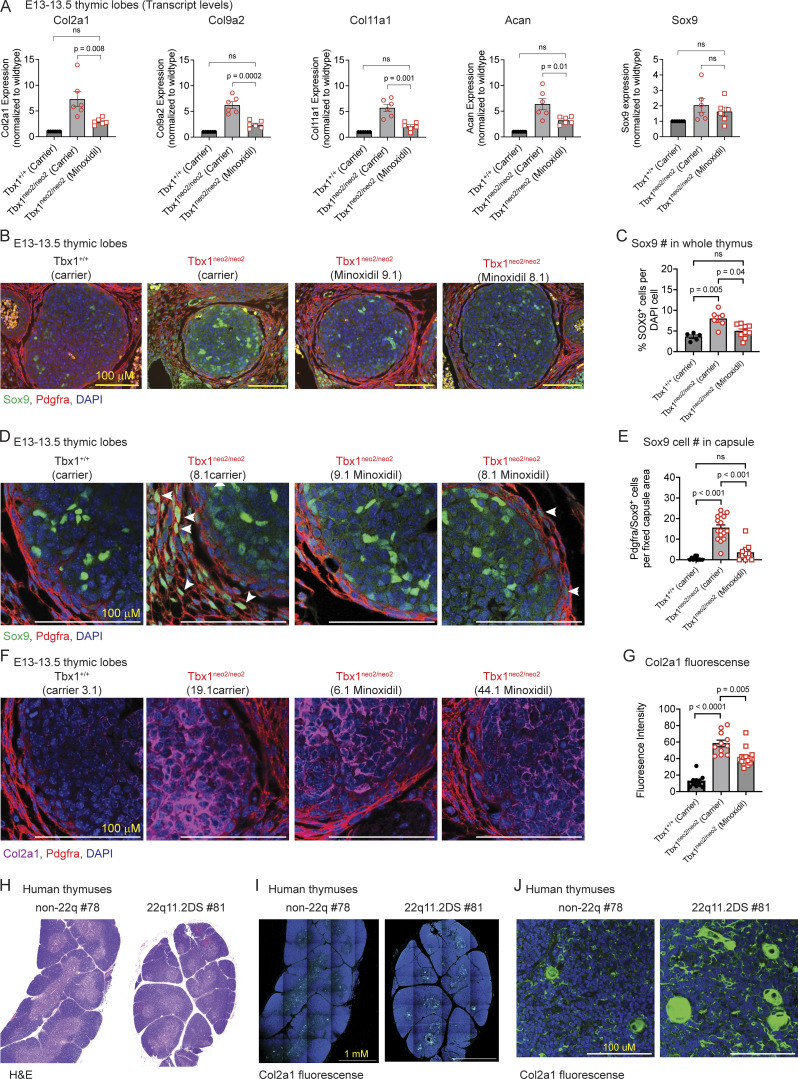
**Sox9-expressing mesenchymal cells accumulate in the capsular region of embryonic thymus from mouse models of 22q11.2DS. (A)** RT-qPCR was performed with RNA isolated from the indicated embryonic thymuses obtained from the carrier or minoxidil-treated pregnant dams. Probes specific for Col2a1, Col9a2, Col11a1, Acan, and Sox9 were used. **(B–D)** Fetal thymuses were isolated from Tbx1^+/+^ and Tbx1^neo2/neo2^ E13–13.5 embryos from carrier and minoxidil-treated pregnant mice and used for immunofluorescence. **(B)** Antibodies against Sox9 (green), Pdgfra (red), and a nuclear marker (DAPI, blue) were used to compare Sox9 expression in embryonic thymic lobes. Sections are representative of five to eight independent samples/genotype with individual colors provided per sample. Note that the samples in Fig. 4 B are duplicated in the Fig. S5 B for comparative purposes. **(C)** Quantitation of the number of Sox9-expressing cells per total DAPI-positive cells was determined using one-way ANOVA. The embryonic thymuses included Tbx1^+/+^-carrier (*n* = 5), Tbx1^neo2/neo2^-carrier (*n* = 6), and Tbx1^neo2/neo2^-minoxidil (*n* = 9) treatment groups. **(D)** Confocal microscopy was used to visualize the Sox9^+^ cells in the thymic capsule using the same sections as in B. Sections shown are representative of five to eight independent samples/genotype. **(E)** The number of Sox9^+^ cells in the capsular region was enumerated using a defined area of focus for all the immunohistochemistry (IHC) images. Statistical significance was determined as in C. **(F)** Antibodies against Col2a1(purple), along with Pdgfra (red) and a nuclear marker (DAPI, blue), were used to compare the levels of Col2a1. Sections are representative of five independent samples/genotype. **(G)** Quantitation of Col2a1 levels was performed by comparing the mean fluorescent intensity of a defined area among all the groups analyzed. Statistical analyses were done using one-way ANOVA. This was determined with thymuses from Tbx1^+/+^-carrier (*n* = 3), Tbx1^neo2/neo2^-carrier (*n* = 6), and Tbx1^neo2/neo2^-minoxidil (*n* = 5) groups. Statistically significant differences were established by one-way ANOVA (Brown–Forsythe and Welch tests). **(H)** Postnatal human thymuses from non-22q and 22q11.2DS patients were processed and visualized with H&E staining. **(I and J)** The human thymuses were also analyzed by immunofluorescence with an antibody specific for human COL2a1 along with a nuclear marker (DAPI, blue). **(J)** Confocal microscopy was used to visualize the exact location of the elevated COL2a1 expression. The different quadrants were stitched to create a composite image.

### Altered developmental trajectories of mesenchymal subsets in Tbx1^neo2/neo2^ thymuses impact the endothelial and TEC transcriptomes

The mesenchymal subcluster representation of Sox family TFs suggested an amended developmental program in Tbx1^neo2/neo2^ embryos. To further assess this, a trajectory inference was done with Seurat’s Monocle3 integration software. 

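Monocle3 trajectories were not analysed here, and branch points were counted on a minimum spanning tree through k-means centres of the mesenchymal cells in the integrated principal components, drawn 100 times from 879 cells per library with 44 centres. In Tbx1+/+ carrier embryos the median tree had 10.0 branch points, with 95% of the draws between 7 and 13.5. The draws describe the sampling of cells and the random start of the k-means centres, and not differences between embryos. The PGE_2_ library had 879 mesenchymal cells in all, so its draws held the same cells and describe the random start alone.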

The wild-type mesenchymal subsets (M1–M6) had a streamlined differentiation trajectory, with limited branch points (Fig. 5 A). 

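The same number of mesenchymal cells from Tbx1 neo2/neo2 carrier embryos gave a median of 10.0 branch points, with 95% of the draws between 8 and 13, a range that covers the Tbx1+/+ median. With all mesenchymal cells of each library, 6573 in Tbx1 neo2/neo2 against 2865 in Tbx1+/+ carrier embryos, the medians were 14 and 12, on 57 and 52 centres.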

Tbx1^neo2/neo2^ mesenchymal trajectories had extensive branching and differentiation paths, particularly with the M-5 subset. Minoxidil-treated mutants exhibited a less streamlined and shortened differentiation trajectory along with reduced branch points, indicating partial restoration of the mesenchymal differentiation program. Interestingly, PGE_2_ was more effective than minoxidil in re-equilibrating the trajectories (Fig. 5 A).

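On trees of the same size, minoxidil gave a median of 10.0 branch points (95% of draws from 7 to 12) and PGE_2_ 10.0 (7.47 to 13). The median total length of the tree, in units of the principal components, was 448 in Tbx1+/+ carrier, 406 in Tbx1 neo2/neo2 carrier, 457 in minoxidil, and 459 in PGE_2_ embryos. The number of branch points followed the number of centres, with medians of 6 to 7 at 30 centres and 14 to 15 at 60, so this count could not show whether branching differed between the libraries.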

**Figure 5.**
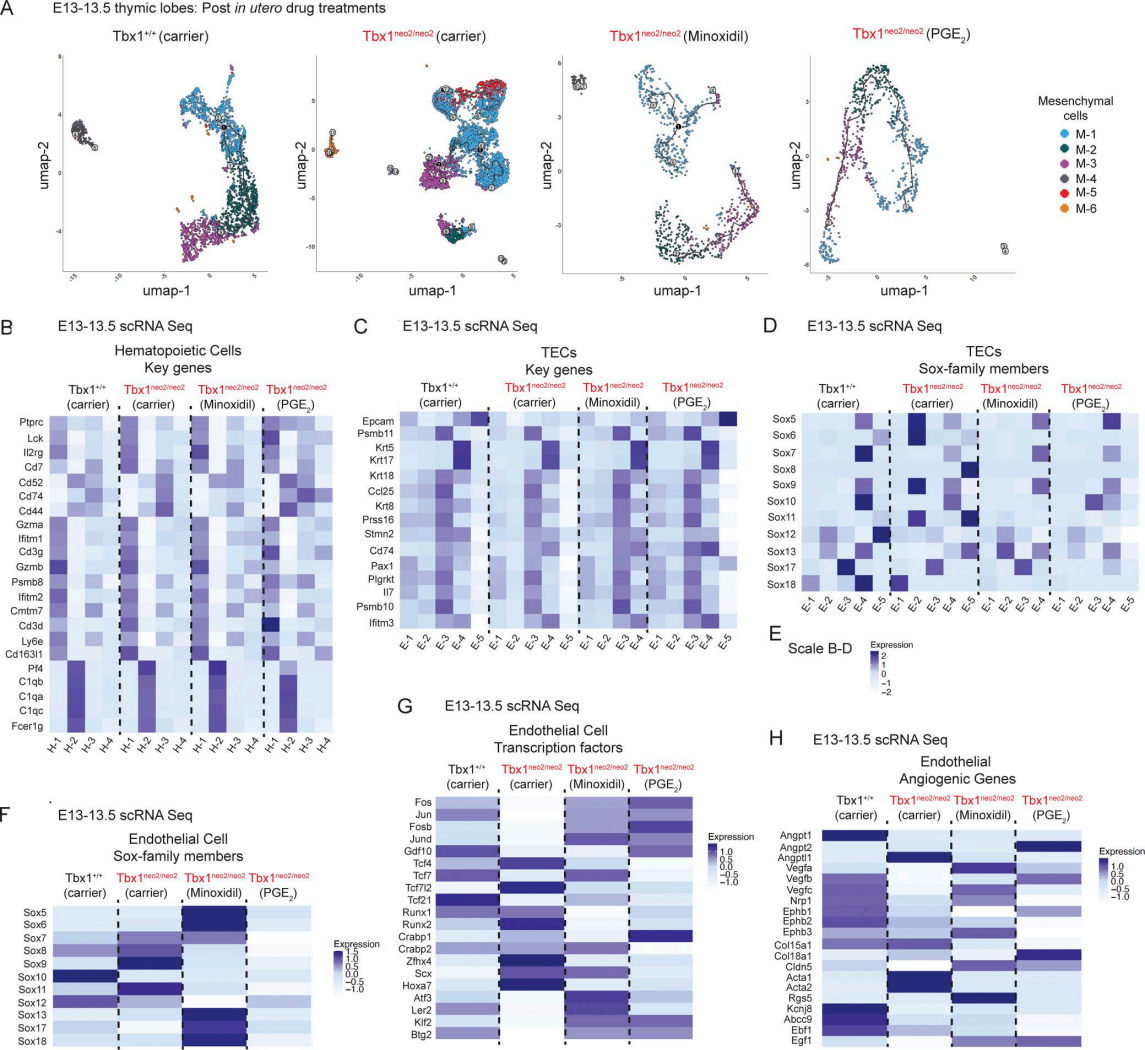
**Minoxidil and PGE**_**2**_ **treatments reprogram mesenchymal cell state trajectories and hematopoietic, epithelial, and endothelial transcriptional profiles in small thymuses. (A)** Cell state trajectory mapping of mesenchymal differentiation in E13–13.5 embryonic thymuses were compared after carrier and drug treatments in the pregnant mice. The mesenchymal cluster trajectories were compared in control Tbx1^+/+^-carrier and Tbx1^neo2/neo2^-carrier, -minoxidil, or -PGE_2_ groups. Black circles indicate key decision points where the differentiation trajectory branches into multiple possible fates. Grey circles represent sequential progression of cells through differentiation, without any major fate change. The numbers label the sequential order of the cell states with state 1 the earliest, and higher numbers representing later stages. **(B–D and F–H)** The DEGs from the scRNA data were compared among various non-mesenchymal cells, including hematopoietic subclusters, TEC subclusters, and the one endothelial subcluster isolated from E13**–**13.5 Tbx^1+/+^ and Tbx1^neo2/neo2^ embryos following the indicated carrier, minoxidil, and PGE_2_ treatments administered to the pregnant mice. Heat maps revealed the relative expression of the key transcripts for the following populations: (B) hematopoietic subclusters, (C) TEC subclusters with transcripts involved in thymopoiesis, and (D) Sox family members in TECs. **(E)** The expression scaling used in B–D. **(F–H)** The single endothelial subset was compared for the following: (F) Sox family member TFs, (G) additional transcriptional regulators and, (H) angiogenic genes. The DEGs shown in B–D and F–H were selected based on a P < 0.00001, and logbase2 differences >1.0 were shown.

Mesenchymal cells, TECs, and endothelial cells have significant interactions in the developing thymus (64). To examine the impact of the mesenchymal changes, the scRNA Seq data were analyzed to compare the hematopoietic, TEC, and endothelial subclusters. 

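In hematopoietic cells the T lineage genes Lck, Cd3g, and Il2ra had log2 ratios of 0.045 (-0.012 to 0.10), 0.50 (0.48 to 0.53), and 0.086 (0.025 to 0.15) between Tbx1 neo2/neo2 carrier and Tbx1+/+ carrier embryos, and none was called. Runx1, Ifitm1, and Plac8 were at 0.067 (0.023 to 0.11), -0.14 (-0.15 to -0.13), and -0.18 (-0.19 to -0.16). The macrophage genes Pf4, C1qa, Cd68, and Fcgr3 were called higher, at 2.49 (2.43 to 2.55), 1.38 (1.33 to 1.42), 1.17 (1.05 to 1.29), and 1.15 (1.07 to 1.24). Minoxidil brought Pf4 to -2.37 (-2.44 to -2.30) and PGE_2_ to -4.68 (-4.81 to -4.54) of the Tbx1 neo2/neo2 carrier level on the log2 scale.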

For most transcripts, the hematopoietic and TECs subsets were very similar among all groups assessed (Fig. 5, B and C). However, multiple Sox family TFs were upregulated in TEC and endothelial subclusters. 

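Epithelial cells with mesenchymal transcripts, as the paper describes E-2, matched cluster 18, which stayed outside the epithelial class because markers of 2 classes were raised in it. It held 140 cells in Tbx1+/+ carrier, 15 in Tbx1 neo2/neo2 carrier, 15 in minoxidil, and 14 in PGE_2_ embryos, or 1.22% (1.03 to 1.44), 0.140% (0.0786 to 0.231), 0.469% (0.263 to 0.772), and 0.337% (0.184 to 0.565) of the kept cells. Between the carrier libraries, the log2 ratio in this cluster was 4.15 (3.09 to 5.31) for Sox5, 3.16 (2.16 to 4.17) for Sox6, 3.50 (3.24 to 3.77) for Sox9, and 2.29 (2.06 to 2.51) for Sox11. In the bipotent TEC cluster 9 (E-4), Sox11 was at 0.69 (0.55 to 0.83) and Sox6 at 2.03 (1.29 to 2.78), and both were called higher. Sox8 rested on 7 and 6 UMIs, a ratio of 1.32 (-0.52 to 3.12), and Sox13 was at -0.47 (-0.87 to -0.091). Neither was called.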

Sox5, Sox6, Sox9, and Sox11 were higher in E-2, while Sox8, Sox11, and Sox13 were increased in E-4 in the hypoplastic lobes (Fig. 5 D). The E-5 population from the hypoplastic lobes also had increased Sox8, Sox11, and Sox13 (Fig. 5 D). Although Sox9 and Sox11 upregulate collagens and ECM transcripts in chondrocytes, the E-5 epithelial population did not have elevated collagen or ECM transcripts, suggesting the TEC cell type–specific gene signature remained unchanged. 

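Since no cell of the Tbx1 neo2/neo2 carrier library fell in the parathyroid-like cluster 19 (E-5), its Sox and collagen levels could not be compared between genotypes. In the Tbx1+/+ cells of the cluster, Sox9 had 51.3 (43.1 to 60.7) and Sox11 86.9 (76.1 to 98.9) CPM, and Col1a1 had 57.7 (48.9 to 67.6).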

An additional adjustment that occurred selectively with minoxidil was a significant reduction in E-5 cells, preventing its annotation by the Seurat software (Fig. 5, C and D). The endothelial subset from the Tbx1^neo2/neo2^ embryonic thymus had increases in Sox7, Sox8, Sox9, and Sox11, while Sox10 was lower (Fig. 5, F–H). These findings suggest a common trend of Sox upregulation in multiple subsets. 

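Endothelial cells numbered 203 in Tbx1+/+ carrier and 244 in Tbx1 neo2/neo2 carrier embryos. Sox9 rose from 57 to 424 UMIs, a log2 ratio of 3.43 (3.02 to 3.85), and Sox11 from 176 (168 to 185) to 297 (284 to 311) CPM, 0.75 (0.66 to 0.85). Sox5 and Sox6 were also called higher, at 1.43 (0.65 to 2.25) and 1.60 (0.83 to 2.40). Averaging normalized UMIs over cells put Sox5 at -0.006. Sox7 was at 0.10 (-0.045 to 0.25) and not called. Sox8 had 3 and 5 UMIs, a ratio of 1.27 (-1.09 to 3.96). Sox10 had 4 UMIs in Tbx1+/+ and 0 in Tbx1 neo2/neo2 carrier embryos, too few to show a difference. Over the 10 measured Sox genes the median was 0.36 (0.21 to 0.57), and averaging over cells moved it most, to 0.026. In the endothelial cells with at most 1 UMI of the mesenchymal markers, Sox9 was at a ratio of 0.085 and Sox11 at 0.71.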

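Over all epithelial cells, Sox6 and Sox11 were called higher in Tbx1 neo2/neo2 than in Tbx1+/+ carrier embryos, at log2 ratios of 2.51 (2.10 to 2.94) and 0.69 (0.62 to 0.77). With minoxidil they were at -3.51 (-4.26 to -2.83) and -1.15 (-1.24 to -1.06) against the Tbx1 neo2/neo2 carrier library, and with PGE_2_ at -3.85 (-4.69 to -3.10) and -1.59 (-1.69 to -1.49). Sox9 of epithelial cells was called in none of the 3 comparisons, at 0.20 (0.14 to 0.25) for the genotype, -0.21 (-0.28 to -0.15) for minoxidil, and -0.26 (-0.32 to -0.19) for PGE_2_. Leaving out the cells with the highest Scrublet scores of each library, an alternative chosen after seeing the data, took the genotype ratio of epithelial Sox11 to -0.007. Sox6 and Sox11 were also higher in hematopoietic cells, at genotype ratios of 1.26 and 3.03. Whether the epithelial rises share a source with these was not tested.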

In TECs, minoxidil and PGE_2_ treatments normalized the Sox expression patterns. However, there were some differences between minoxidil and PGE_2_. 

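In endothelial cells, minoxidil lowered Sox9 by a log2 ratio of -2.72 (-3.14 to -2.32) and Sox11 by -0.95 (-1.07 to -0.84) against the Tbx1 neo2/neo2 carrier library. Sox5 was at 0.18 (-0.47 to 0.84), Sox13 at 0.29 (-0.066 to 0.64), Sox17 at 0.57 (0.41 to 0.74), and Sox18 at 0.34 (0.23 to 0.45), none of them past the 1.5-fold limit. Sox6 was at -1.05 (-1.89 to -0.27) and not called.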

Minoxidil reduced Sox9 and Sox11, but Sox5, Sox6, Sox13, Sox17, and Sox18 increased. 

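With PGE_2_, 5 of 10 measured Sox genes were called lower in endothelial cells, among them Sox9 at -5.34 (-6.80 to -4.21) from 6 UMIs, Sox11 at -1.28 (-1.43 to -1.13), and Sox7 at -0.81 (-1.04 to -0.59). Sox6 and Sox12 were at -1.55 (-2.77 to -0.51) and -0.77 (-1.16 to -0.39). None was called higher, with Sox17 at 0.28 (0.085 to 0.48), Sox5 at 0.085 (-0.69 to 0.84), and Sox13 at 0.080 (-0.34 to 0.49). Sox9 and Sox7 stood at 1.62 (0.595 to 3.53) and 56.8 (49.3 to 65.0) CPM after PGE_2_, below the 6.13 (4.64 to 7.94) and 92.8 (86.7 to 99.2) of Tbx1+/+ carrier embryos.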

PGE_2_ treatments reduced all the Sox family members, with some even lower than control embryos (Fig. 5 F). These findings demonstrate the Sox family of TFs undergo dynamic changes during thymic tissue formation. Additional TFs and other genes were altered in the endothelial population in the Tbx1^neo2/neo2^ group (Fig. 5, G and H). 

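Hoxa7 of endothelial cells was called higher in Tbx1 neo2/neo2 carrier embryos, at a log2 ratio of 2.89 (2.25 to 3.58). Runx2 had 9 and 16 UMIs, a ratio of 1.36 (0.097 to 2.72), and Tcf12 was at 0.30 (0.14 to 0.46), and neither was called. Fos and Jun were called lower, at -2.02 (-2.18 to -1.87) and -0.89 (-0.98 to -0.80).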

Tcf12, Runx2, and Hoxa7 were increased, while Fos and Jun were lower. Several angiogenic transcripts were reduced in expression, including angiopoietin (Angpt1 and Angpt2), vascular endothelial growth factor C (Vegfc), and ephrin receptors (Ephb1–3) (Fig. 5 H). 

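Vegfc (ENSMUSG00000031520, chromosome 8, 54077606 to 54187096) fell from 38.8 (34.9 to 43.0) to 21.1 (17.7 to 25.0) CPM of endothelial cells, a log2 ratio of -0.88 (-1.17 to -0.59), and was called lower. Angpt1 had 36 and 11 UMIs, a ratio of -1.18 (-2.30 to -0.17), and Angpt2 had 49 and 27, -0.33 (-1.06 to 0.38). Neither was called by the rule used. Ephb1 was at -0.32 (-0.68 to 0.028) and Ephb3 at 1.12 (0.073 to 2.21), both not called, and Ephb2 was called higher at 1.61 (0.78 to 2.48) from 19 and 40 UMIs.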

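Angptl1 (ENSMUSG00000033544, chromosome 1, 156838562 to 156861078) had 8 UMIs in the endothelial cells of Tbx1+/+ carrier and 159 in those of Tbx1 neo2/neo2 carrier embryos, a log2 ratio of 4.84 (3.83 to 6.08). It rose as much in hematopoietic (5.45), epithelial (5.62), and erythroid (4.44) cells, and in the 130 and 193 endothelial cells with at most 1 UMI of the mesenchymal markers it had 1 and 1 UMI. In mesenchymal cells it rose from 7.89 (7.14 to 8.69) to 226 (223 to 229) CPM.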

An anti-angiogenic protein, Angptl1, was upregulated (Fig. 5 H). Angptl1 was also higher in 4 of 6 mesenchymal subsets (Fig. S4 C). Most of these angiogenic genes normalized following drug treatment (Fig. 5 H; and Fig. S4, B and C). 

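Angptl1 was called higher in 6 of the 7 mesenchymal clusters of Tbx1 neo2/neo2 carrier embryos, at log2 ratios of 3.63 (3.45 to 3.82) in cluster 1, 6.05 (5.63 to 6.50) in cluster 4, 5.40 (4.91 to 5.93) in cluster 6, 4.80 (3.97 to 5.75) in cluster 8, 2.84 (2.37 to 3.35) in cluster 10, and 1.96 (1.13 to 2.78) in cluster 15. The myogenic cluster 16 had 0 and 98 UMIs and gave no call.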

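Angptl1 of mesenchymal cells fell to 12.1 (11.0 to 13.4) CPM with minoxidil and 26.1 (24.1 to 28.3) with PGE_2_. In endothelial cells its log2 ratio to the Tbx1 neo2/neo2 carrier library was -2.84 (-3.59 to -2.17) and -5.51 (-8.57 to -3.64). Vegfc of endothelial cells was at 0.54 (0.21 to 0.87) with minoxidil and -0.20 (-0.64 to 0.23) with PGE_2_, and neither was called. Ephb2 was at -0.78 (-1.62 to 0.017) and -2.94 (-5.28 to -1.29), and PGE_2_ raised Angpt2 by 1.72 (1.02 to 2.45).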

Since many angiogenic genes were similar in wild-type and Tbx1^neo2/neo2^ embryos, a widespread vascular alteration of the thymus was not expected. In summary, thymic hypoplasia in the mouse model of 22q11.2DS causes a shift in mesenchymal trajectories, increasing those with chondrogenic potential.

**Figure S4.**
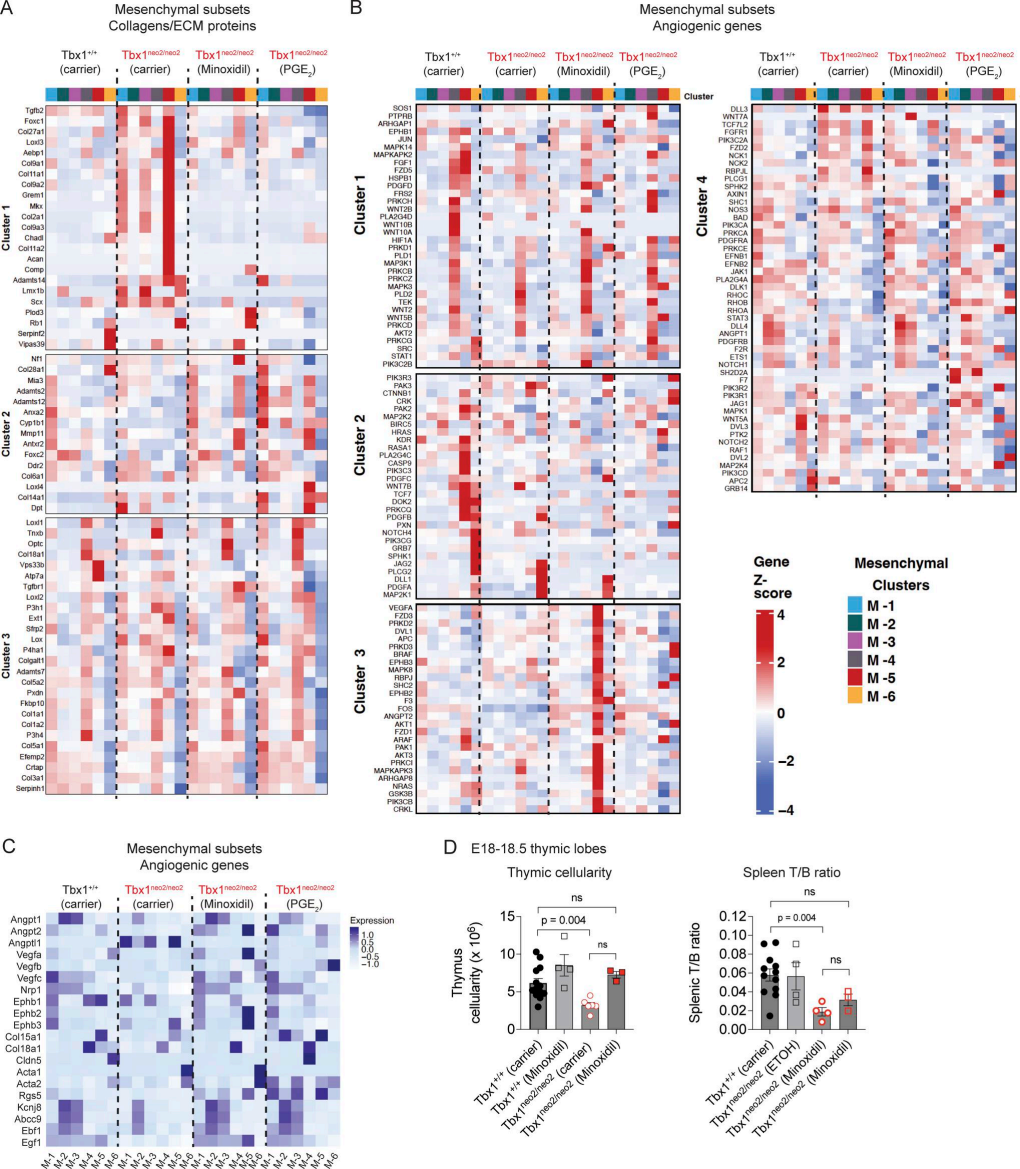
**Collagens, ECM, and angiogenic transcripts are altered in the six mesenchymal cell subsets from hypoplastic lobes. (A and B)** Fetal thymuses were isolated from Tbx1^+/+^ and Tbx1^neo2/neo2^ E13–13.5 embryos from carrier, minoxidil-, and PGE_2_-treated pregnant mice. ScRNA Seq revealed substantial transcriptome differences with the six mesenchymal cell clusters. **(A)** A heat map was used to visualize collagen and ECM transcript differences among the six mesenchymal clusters between control (Tbx1^+/+^-carrier) versus hypoplastic lobes from the (Tbx1^neo2/neo2^-carrier) and the corresponding genotypes following in vivo minoxidil or PGE_2_ administration. These were separated into three distinct clusters. **(B)** A separate heat map was established comparing the transcript levels for genes coupled to angiogenic pathways. These were separated into four clusters. The relative z-score and identification of the mesenchymal subclusters are illustrated. **(C)** Heat maps reveal the relative expression of the indicated mesenchymal transcripts grouped under angiogenic regulators. In A–C, genes with P < 0.00001 and logbase_2_ differences >1.5 are shown. **(D)** The thymic cellularity and splenic T/B cell ratios were determined from E18–18.5 embryos obtained from the indicated carrier and minoxidil treatment groups. Tbx1^+/+^-carrier (*n* = 15), Tbx1^+/+^-minoxidil (*n* = 4), Tbx1^neo2/neo2^-carrier (*n* = 6), and Tbx1^neo2/neo2^-minoxidil (*n* = 3). Statistical analyses was performed with one-way ANOVA (Brown–Forsythe and Welch tests).

### Disrupted thymic vasculature in embryonic mouse models of 22q11.2DS restored with minoxidil drug treatments

The endothelial transcriptome from the E13.5 hypoplastic thymuses (Tbx1^neo2/neo2^) had higher TF levels (e.g., Sox family members) plus variations in multiple angiogenic genes (Fig. 5). Such changes could affect thymic vasculogenesis and vascular remodeling, potentially contributing to a restricted thymic size. To define the arterial and capillary vessel branching along with mural cell patterning in the thymus, whole tissue mounts were analyzed. E15–15.5 was selected for the imaging as the arterial branching and capillary endothelial vessel formations are sufficiently developed to visualize. The thymuses were stained with antibodies specific for endothelium (VE-cadherin) and vascular smooth muscle actin (SMA). SMA is produced by mesenchymal cell–derived mural cells and is recruited to endothelial cells to form the arteries and smaller arterial branches (Fig. 6 A). In Tbx1^+/+^ thymuses, SMA staining was continuous, indicating proper vascular smooth muscle cell (VSMC) coverage around the arteries. In contrast, Tbx1^neo2/neo2^ mutants had a discontinuous SMA staining. VE-cadherin was normal to higher in the hypoplastic thymuses (Fig. 6 A). These findings could reflect insufficient smooth muscle support. Zoomed-in panels further illustrate that in wild-type Tbx1^+/+^ thymuses, SMA and VE-cadherin colocalized properly around arteries are needed to sustain the vascular structure (Fig. 6 B). The enlarged image on the right represents single slices, enabling a cross-section view through the vasculature. In thymuses from the Tbx1^neo2/neo2^ mutants, SMA expression was drastically reduced. This suggested diminished VSMC coverage, which could result in fewer arterial bifurcations. To examine this possibility, whole-mount imaging was performed on the thymic lobes. The arterial bifurcations, vascular integrity, and smooth muscle cell investment was assessed by staining for SMA, VE-cadherin, and Cx40 (Fig. 6 C). In wild-type Tbx1^+/+^ thymic lobes, an average of five covered bifurcations per lobe was found (range 4–6) (Fig. 6, C and D). Tbx1^neo2/neo2^ thymuses had only two SMA^+^ bifurcations per lobe (range 0–3). These improved to an average of four following minoxidil administration (Fig. 6, C and D). Total smooth muscle coverage of these arterial branches, measured by SMA length, was likewise significantly reduced in the Tbx1^neo2/neo2^ hypoplastic thymuses (Fig. 6 C). This improved following minoxidil treatments. Arterial endothelial vessels, identified by dual positive staining of connexin 40/VE-cadherin, appeared similar in the wild-type (Tbx1^+/+^) and hypoplastic (Tbx1^neo2/neo2^) lobes (Fig. 6, C and D). However, there were significant reductions in smooth muscle cell investment around the arteries in hypoplastic lobes, as measured by the ratio of SMA+ length/connexin 40 length. These findings extend the transcriptomic data with E13–13.5 thymuses, providing functional evidence of vascular changes at E15–15.5. Vascular changes in the Tbx1^neo2/neo2^ thymuses were linked to mesenchymal alterations (chondrogenic patterns) with dysregulated (ECM) remodeling, collagen increases, and angiogenic factor changes.

**Figure 6.**
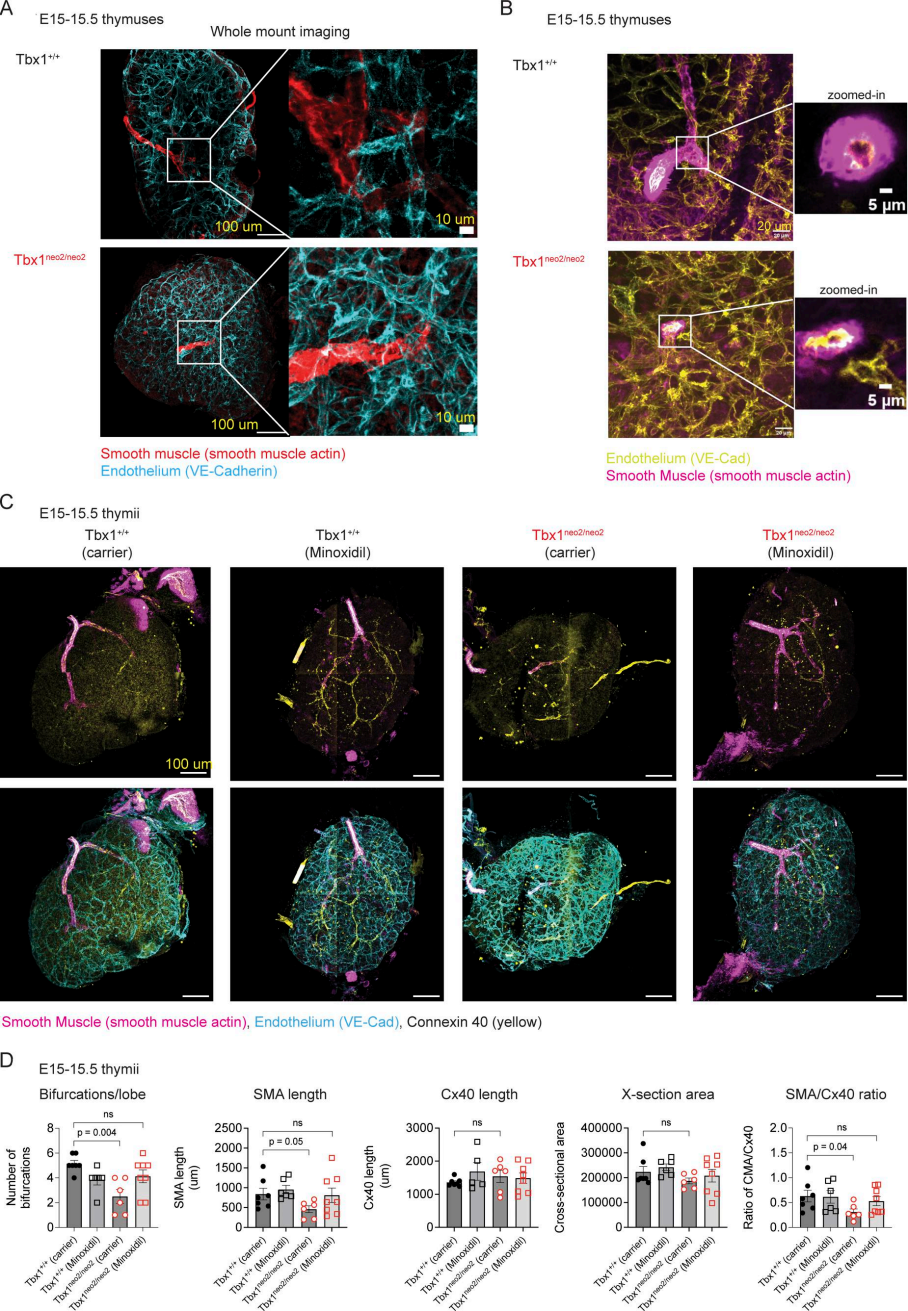
**Vascular changes evident in the hypoplastic thymic lobes improve following minoxidil administration. (A)** Intact thymic lobes from E15–15.5 embryos (Tbx1^+/+;+/neo2^ and Tbx1^neo2/neo2^) were stained with antibodies specific for the endothelium (VE-cadherin [VE-Cad]) and vascular smooth muscle (SMA). Whole-mount imaging and stitching was used to recreate the entire lobe, revealing arterial bifurcations. **(B)** The images were expanded to reveal a specific bifurcation with the levels of VE-Cad within and surrounding the arteriole shown. The zoomed-in area is shown by the line connecting the region. This was a single slice, enabling the selection of a cross-sectional view. **(C)** E15–15.5 embryonic thymuses from the indicated carrier or drug-treated pregnant mice were processed for whole-mount imaging. Antibodies specific for VE-Cad (endothelium), SMA, and connexin 40 were used to compare the vasculature and morphology of the tissues. The composite image was created by stitching individual subsections of the image together. **(D)** The number of bifurcations per thymic lobe, SMA length, cross-section area, and ratio of SMA length to Cx40 staining intensity determined for control (Tbx1^+/+^; *n* = 7), hypoplastic lobes (Tbx1^neo2/neo2^; *n* = 6), and minoxidil treatment groups for wild-type (*n* = 6) and mutant (*n* = 8) shown. Statistical comparisons were performed with two-way ANOVA.

### Pth malformations corrected by minoxidil and PGE_2_ treatments

The thymus and Pth’s coordinately develop within the third pharyngeal pouches during embryogenesis and then separate at E12 (65). Their patterning depends on surrounding NCC-derived mesenchymal cells producing Sonic hedgehog and bone morphogenic protein 4 that delineate the dorsally and ventrally located Pth and thymus, respectively (47). In a previous report, Tbx1 heterozygous (Tbx1^+/−^) E18.5 embryos had smaller-sized Pth’s that were displaced and localized between the trachea and thyroid (66). In our analysis of E17–17.5 Tbx1^neo2/neo2^ embryos using transverse sections, the Pth was also incorrectly positioned, medial to the thyroid, unlike the control embryos where the Pth is laterally positioned (Fig. 7, A and B). To determine if minoxidil could correct this positioning, pregnant mice were administered this drug at E8, E9, and E10, and the embryos were isolated at E17–17.5 (Fig. 2 A). The Pth was correctly repositioned lateral to the thyroid in six of eight8 embryos (Fig. 7, A and B). One report indicated that the septation defects of the heart improved following minoxidil treatments (67, *Preprint*). Consequently, we assessed if the penetrance of the interrupted aortic arch type B (IAA-B), a common heart defect in 22q11.2DS patients, was altered after minoxidil treatments. IAA-B was 90% penetrant in the Tbx1^neo2/neo2^ embryos regardless of whether minoxidil or PGE_2_ were administered (Fig. 7 C). We then used histology to monitor correction of the septation of the heart following minoxidil administration. No septation defects were observed in the heart, which appeared like wild type (Fig. 7 D). Moreover, minoxidil had no effect on the overall structure of the heart, with similar staining patterns of Col2a1 and Acan (Fig. 7 D). In summary, our findings indicate that the elevated production of collagens and ECM proteins contribute to congenital malformations linked to the third pharyngeal pouch in 22q11.2DS mouse models, which are correctable by minoxidil administration.

**Figure 7.**
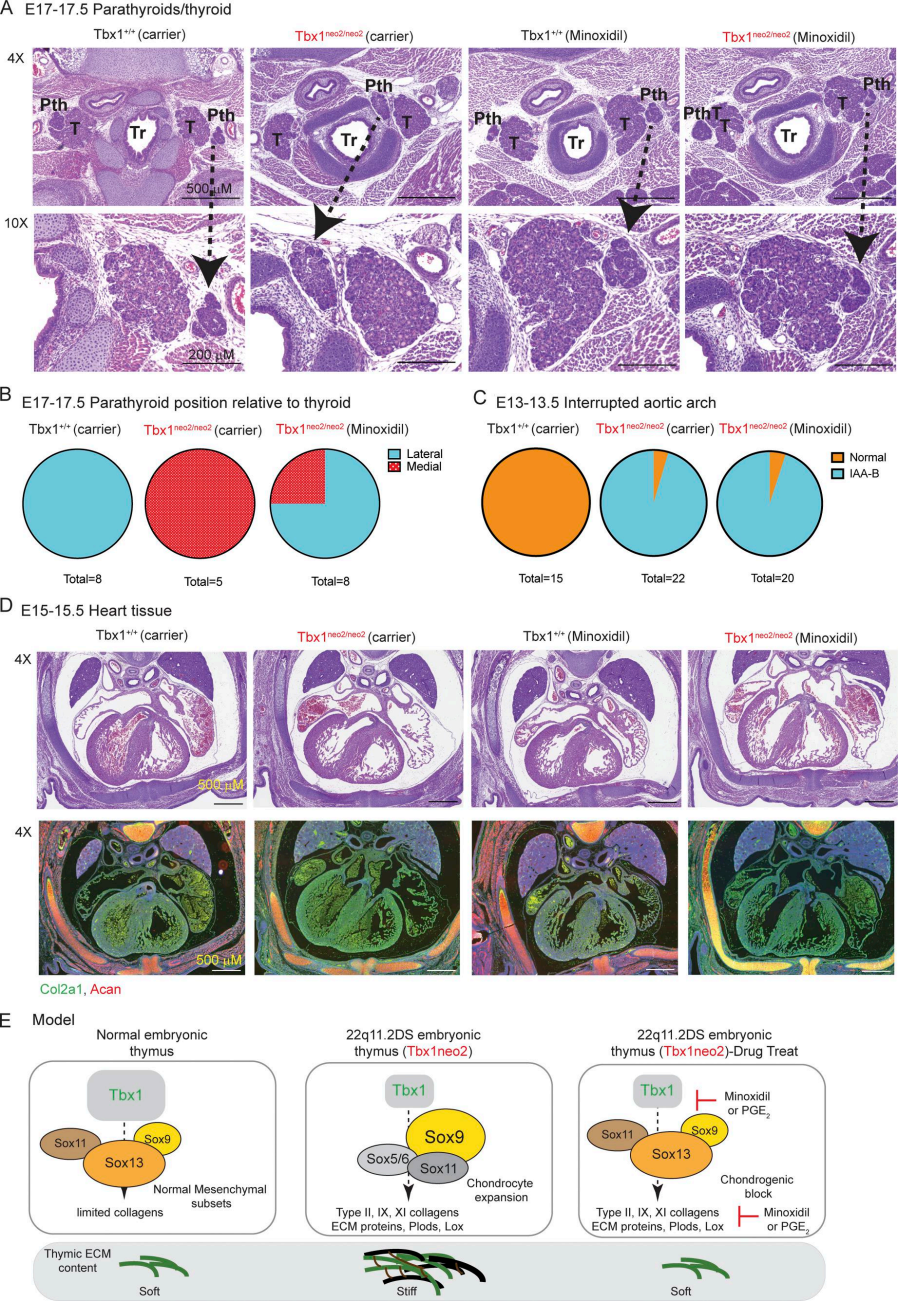
**The abnormal medial positioning of the Pth’s in Tbx1** ^**neo2/neo2**^ **embryos corrected following *in utero* minoxidil administration. (A)** Timed pregnant mice from Tbx1^+/neo2^ intercrosses received carrier or minoxidil treatments as in Fig. 2 A. At E17–17.5, embryos from the indicated genotypes were sectioned and stained with H&E to visualize the trachea (Tr), thyroid (T), and Pth locations. The positions of the different organs are shown. Both 4× and 10× images were taken for the trachea (Tr), thyroids (Th), and Pth. Arrows are shown for the Pth structures in the 4× vs. 10× images. Data are representative of 8, 5, and 8 embryos from Tbx1^+/+^ (carrier), Tbx1^neo2/neo2^ (carrier), and Tbx1^neo2/neo2^ (minoxidil) genotypes, respectively. **(B)** Pie charts reveal the lateral (blue) and medial (red) distributions of the Pth’s in the three groups of embryos. **(C)** Pie charts reveal the number of E13–13.5 embryos with a normal aortic arch (orange) or those with a visually detectable IAA-B (blue). This was shown for Tbx1^+/+^, Tbx1^neo/neo2^, and Tbx1^neo2/neo2^ genotypes with carrier or minoxidil treatments. Tbx1^+/+^-carrier (*n* = 15), Tbx1^neo2/neo2^-carrier (*n* = 22), and Tbx1^neo2/neo2^-minoxidil (*n* = 20). **(D)** Heart sections were prepared from the indicated E15–15.5 cohorts of embryos, obtained from pregnant mice with/without minoxidil administration, and stained with H&E. Sections were also processed for IHC to detect Col2a1 and Acan protein expression. The images are representation of >6 embryos/group. **(E)** Model depicting the formation of the thymus in normal and 22q11.2 settings. Minoxidil administration reduces the expression of chondrogenic collagens (Col2a1, Col9a1, and Col11a1) and ECM cross-linking enzymes (Plod and Lox), decreasing ECM stiffness. This reduces the chondrogenic potential of mesenchymal cells, enabling restoration of thymus growth.

## Discussion

A dysregulation of NCC-derived progenitor mesenchymal cells in 22q11.2DS was hypothesized to be causal to congenital malformations affecting the pharyngeal pouches and arteries four decades ago (24, 68). Our current manuscript confirms this hypothesis and reveals the mechanism by which NCC-derived mesenchymal changes affect thymus expansion in 22q11.2DS (24, 32, 33). In the developing thymus, mesenchymal subsets form the capsule and trabeculae, ultimately becoming postnatal fibroblast subtypes (64, 69). The mesenchymal cells also differentiate into mural cells, which form the VSMCs and perivascular cells surrounding the endothelial vessels. Between E12–E13.5, there are six mesenchymal subclusters present in both normal and hypoplastic thymic lobes (Tbx1^neo2/neo2^ embryos) (Fig. 2). The small thymuses from embryonic mouse models of 22q11.2DS (Tbx1^neo2/neo2^) had an overrepresentation of NCC-derived chondrocyte-like cells (M-5) and mesoderm-derived mesenchymal cell signatures (M-6). In the M-5 population, the trio of Sox5, Sox6, and Sox9 family members and Sox11 were elevated. This cadre of TFs controls the differentiation and programming of mesenchymal subsets into chondrocytes (70, 71). Other Sox TFs differentially impacted were Sox 8, 9, upregulated in one or more of the thymic mesenchymal cell subsets (M-5), and Sox10, which was diminished (Fig. 3). Sox9 transcriptionally activates type II collagens (Col2a1) that form the fibers. This TF also drives type IX (Col9a) and XI (Col11a) collagen expression, increasing the tensile strength of the fibers, along with aggrecan (Acan) that cross-links the fibers (72, 73). All these transcripts were higher in the Tbx1^neo2/neo2^ embryonic thymuses (Figs. 1 and 3). Immunofluorescence confirmed elevated levels of Sox9 along with Col2a1 and Angptl1 in hypoplastic embryonic thymuses and from postnatal human 22q11.2DS thymuses (Figs. 4 and S5) (32). In the setting of a hypoplastic thymus, increased levels of these specific collagens and aggrecan are predicted to create a more rigid and less elastic tissue, which could explain the size restriction. This was also evident in the thicker capsule. Sox9 also diminishes VSMC contractility (74). 

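In mesenchymal cells of the scRNA Seq libraries, smooth muscle actin, Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590), had a log2 ratio of 1.08 (1.05 to 1.12) between Tbx1 neo2/neo2 carrier and Tbx1+/+ carrier embryos. Myh11 (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372) was at -0.76 (-1.13 to -0.39), from 116 and 136 UMIs, and Cnn1 (ENSMUSG00000001349, chromosome 9, 22099216 to 22109630) was at 1.86 (1.70 to 2.02). Within cluster 6, where Acta2 and Tagln were among the leading genes, Acta2 was at -0.46 (-0.52 to -0.40), Myh11 at -3.19 (-3.85 to -2.56), and Cnn1 at 0.67 (0.44 to 0.91). The cartilage genes Col9a3 and Matn4 were among its leading genes as well. These ratios therefore do not separate a change in its mix of cells from a change within smooth muscle cells. With at most 5% mitochondrial UMIs per cell, the ratio of Myh11 over all mesenchymal cells changed sign to 0.79.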

The reduced vascular smooth muscle accumulation in the hypoplastic Tbx1^neo2/neo2^ lobes was consistent with higher Sox9 levels and the downregulation of SMA (Act2) along with Myh11 and Cnn1 (Fig. S4). This would result in fewer neural crest–derived mesenchymal cells adopting a smooth muscle fate. In addition, the higher levels of Sox11 (SoxC family member) would also increase ECM protein deposition. Sox11 participates in both neurogenesis and skeletogenesis (75). Furthermore, Sox11 may affect thymic tissue remodeling, as it is involved in epithelial–mesenchymal interactions (61). In summary, the Sox TF changes would impact several mesenchymal subsets. Interestingly, all the mesenchymal subsets from the hypoplastic lobes had altered transcripts. This suggests that the NCC-derived mesenchymal cells have an amended developmental program in 22q11.2DS prior to the establishment of the thymic anlage. This concurred with the trajectory inference analyses. Thus, Tbx1^neo2/neo2^ mesenchymal trajectories had more extensive branching and differentiation paths than the controls. Minoxidil-treated mutants exhibited a less streamlined and shortened differentiation trajectory along with reduced branch points, indicating partial restoration of the mesenchymal differentiation program. Interestingly, PGE_2_ was more effective than minoxidil in re-equilibrating the trajectories (Fig. 5 A). Based on previous reports, one plausible driver of the mesenchymal changes in 22q11.2DS is an upregulation of retinoic acid (RA) receptor pathways (21, 76, 77). We found that multiple RA targets (Sox5, Sox6, Sox9, Sox11, Runx2, and Hoxa7) were upregulated in E13 Tbx1^neo2/neo2^ hypoplastic thymuses and control mesenchymal cell differentiation, migration, and chondrogenic expansion (21, 36, 37, 38, 78, 79, 80, 81, 82). In addition to the mesenchymal subset changes, the endothelial population had elevated Sox family members, collagens, and increased levels of Angptl1 in the hypoplastic thymuses. 

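Of 27 collagen genes measured in endothelial cells, 20 were called higher and none lower in Tbx1 neo2/neo2 carrier embryos, with a median log2 ratio of 2.07 (1.60 to 2.69). Col1a1 and Col3a1, the most abundant in mesenchymal cells, were at 2.54 (2.40 to 2.69) and 2.07 (1.95 to 2.19). In the 130 and 193 endothelial cells with at most 1 UMI of the mesenchymal markers they were at 0.42 and 1.43, and in hematopoietic cells they were also higher, at 1.49 and 1.26.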

Angptl1 antagonizes angiogenesis, consistent with a reduced number of arterial bifurcations in the hypoplastic thymuses (Fig. 6) (83). Whole-mount imaging confirmed that the hypoplastic thymuses were spatially restricted. Other studies have shown that the endothelial cell barrier, formed using induced pluripotent cells from 22q11.2DS patients, have increased leakiness and vascular permeability compared with non-22q individuals (84, 85, *Preprint*).

**Figure S5.**
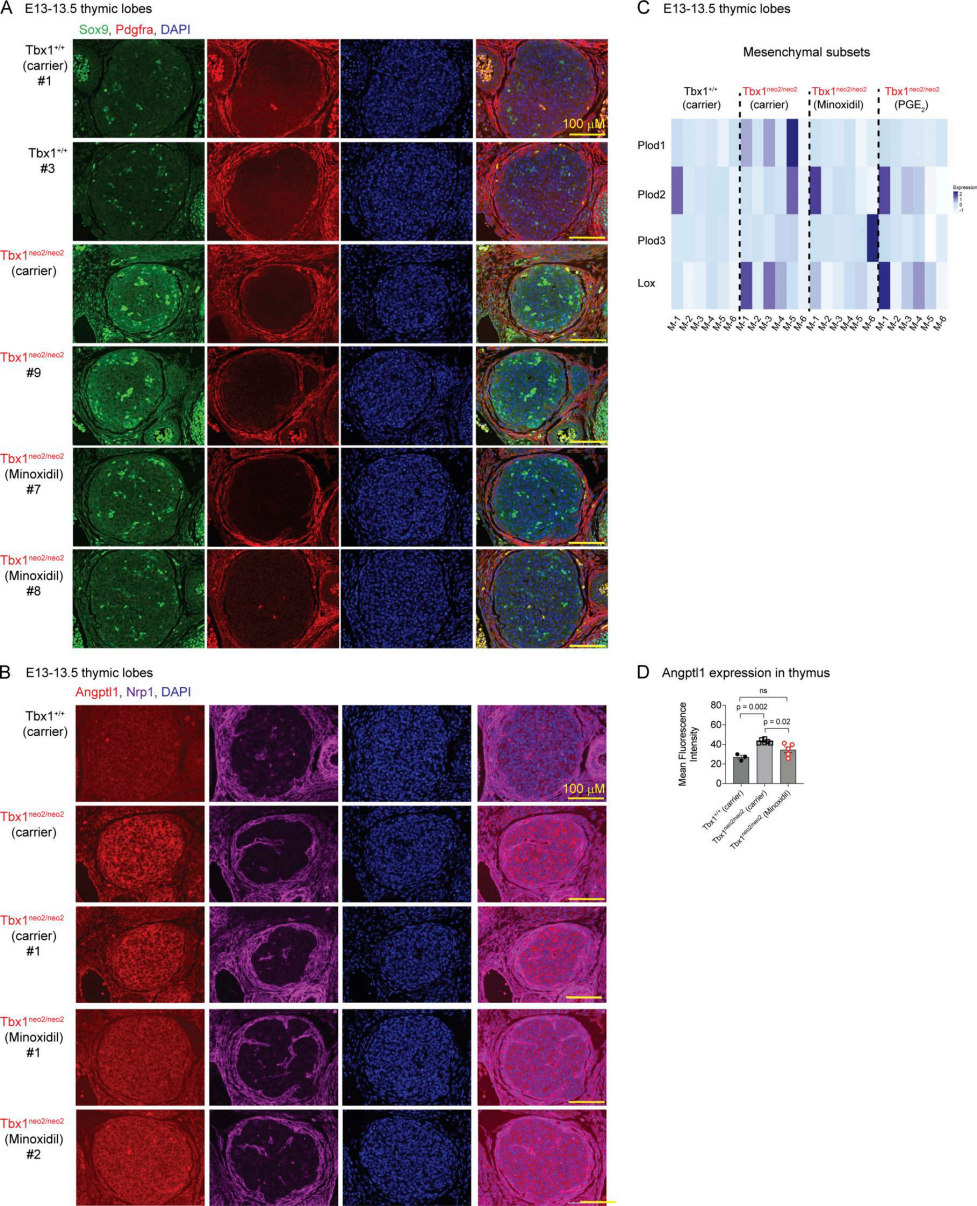
**Elevated levels of Sox9 and Angptl1 levels along with Plods and Lox are normalized in Tbx1** ^**neo2/neo2**^ **thymic lobes following minoxidil treatments. (A)** E13.5 thymuses were processed for immunofluorescence using wild-type (Tbx1^+/+^, *n* = 2), Tbx1^neo2/neo2^-carrier (*n* = 4), and Tbx1^neo2/neo2^-minoxidil treatment groups. The drug treatment is listed under the genotype name, and the embryo identifier is shown with a # sign. Staining was done with antibodies detecting Sox9 (green), Pdgfra (red), and DAPI (purple), the latter used to detect the nucleus. Confocal microscopy was performed to more precisely delineate Sox-9 expression in the indicated embryonic thymuses. Some of the images are the same as those in Fig. 4 B, with individual staining shown in this Supplemental figure. The composite was provided in Fig. 4 B. **(B)** The indicated embryos were done with antibodies specific for Angptl1 (red) and Nrp1 (purple), along with a nuclear marker (DAPI, blue), to compare the levels of Angptl1. Immunofluorescence was used to visualize these levels. Sections are representative of five independent samples/genotype. **(C)** A heat map was established comparing the transcript levels in mesenchymal cells for genes coupled to Plods and lox, enzymes involved in collagen cross-linking. These were separated into four clusters. The relative z-score and identification of the mesenchymal subclusters are illustrated. Genes with P < 0.00001 and logbase_2_ differences >1.5 are shown. **(D)** Quantitation of Angptl1 levels was performed by comparing the mean fluorescent intensity of a defined area among all the groups analyzed. Statistical analyses were done using one-way ANOVA. This was determined with thymuses from Tbx1^+/+^-carrier (*n* = 3), Tbx1^neo2/neo2^-carrier (*n* = 6), and Tbx1^neo2/neo2^-minoxidil (*n* = 5) groups.

The transcriptional alterations in hypoplastic thymuses from the 22q11.2 mouse models were normalized following minoxidil and PGE_2_ treatments, done in pregnant mice prior to thymic tissue specification. In particular, Sox family members and their corresponding targets, collagens and lysyl- hydroxylases, were restored to more normal values. Minoxidil treatment eliminated the chondrocyte overrepresentation. These experiments further imply that the drug influences mesenchymal cell fate prior to formation of the thymic anlage. This was confirmed by both the transcriptome and immunofluorescence data. Minoxidil was first developed as a vasodilator to treat patients with hypertension, relaxing vascular smooth muscle by blocking ATP-sensitive potassium channels (86). While this may have contributed to an improved thymic vasculature for the Tbx1^neo2/neo2^ embryos, our data argue the improved expansion of the thymus in the Tbx1^neo2/neo2^ embryo results primarily from reduced collagen and ECM protein accumulation. Minoxidil treatment reduced the expression of chondrogenic collagens (Col2a1, Col9a1, and Col11a1) and ECM cross-linking enzymes (Plod and Lox), which was evident in the diminished thickness of the thymic capsule (Fig. S5 C). 

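Over mesenchymal cells, the lysyl oxidase gene Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) had a log2 ratio of 2.02 (1.94 to 2.10) between Tbx1 neo2/neo2 carrier and Tbx1+/+ carrier embryos and of -1.48 (-1.56 to -1.40) with minoxidil against Tbx1 neo2/neo2 carrier embryos. Loxl2 was at 0.89 (0.84 to 0.95) and -0.78 (-0.85 to -0.72), and Loxl1 at -0.57 (-0.64 to -0.50) and 0.86 (0.78 to 0.93). Of the Plod genes, Plod1 was at 0.60 (0.52 to 0.68) and -0.56 (-0.66 to -0.46), the latter under the 1.5-fold limit, Plod2 at -0.11 (-0.15 to -0.064) and 0.40 (0.35 to 0.45), and Plod3 at -0.015 (-0.10 to 0.074) and 0.13 (0.027 to 0.23).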

The softening of the ECM due to minoxidil prevents a feedforward signal that would enhance Sox9 expression, thereby reducing the expansion of chondrogenic-fated cells (87). Consequently, mesenchymal differentiation is reprogrammed away from the pathological chondrogenic state, restoring a transcriptional environment more supportive of thymopoiesis and normal T cell output (Fig. 7 E). Our interpretation was further supported with data that vasodilators, blood pressure reduction, or adrenergic receptor antagonists had no effect on the size of the hypoplastic embryonic Tbx1^neo2/neo2^ thymuses (Table 1).

Despite the noted size restriction of the hypoplastic thymuses in 22q11.2DS, the progression of thymocytes from the DN to DP and then SP subsets appeared normal. This agrees with TEC transcriptome data, wherein the key transcripts involved in thymopoiesis were expressed at similar levels in control and hypoplastic thymuses (Fig. 5 C) (32). 

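In epithelial cells, Psmb11 (ENSMUSG00000072423, chromosome 14, 54621433 to 54629556) had a log2 ratio of -0.11 (-0.15 to -0.074) between Tbx1 neo2/neo2 carrier and Tbx1+/+ carrier embryos, Prss16 of -0.28 (-0.30 to -0.25), and Ccl25 of -0.42 (-0.45 to -0.40), none of them called. Epcam and Krt8 were at -0.29 (-0.31 to -0.27) and -0.29 (-0.30 to -0.27). Krt5 (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898) was called lower, at -0.68 (-0.70 to -0.66), as were Krtdap at -0.60 (-0.64 to -0.55) and Cldn4 at -0.94 (-1.10 to -0.78), and Krt14 was called higher at 0.61 (0.50 to 0.72). The calls of Krt14 (0.32) and Krtdap (-0.34) did not hold at the limit of 5% mitochondrial UMIs, nor those of Krt5 (-0.54) and Krtdap (-0.45) without integration.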

One unexpected finding in the TEC populations was elevated levels of different Sox family members in the E-2 and E-5 subsets of TECs (Fig. 5 D). 

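The cells of cluster 18, which carry epithelial and mesenchymal transcripts together, had a median of 41656.5 UMIs in the Tbx1+/+ carrier library, against 27418.5 in its epithelial cells. Their mean Scrublet score, a measure of likeness to simulated doublets, was 0.284 against 0.0398. Xist and Y-linked UMIs occurred together in 7.86% (3.99 to 13.6) of these cells after thinning and in 0.896% (0.609 to 1.27) of epithelial cells.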

E-2 subset had a number of “mesenchymal” transcripts, which could suggest direct mesenchymal to epithelial transitions. The two bipotent progenitor populations of TECs in normal thymuses do not have these mesenchymal markers (88). This would indicate that the development programming in TECs from 22q11.2DS could be modulated by the Sox TF changes. This might even impact the establishment of the medullary TEC mimetics that are required for T cell tolerance to tissue-specific proteins (89). Consistent with this, 22q11.2DS patients have a higher incidence of autoimmunity relative to the non-22q groups (5, 6). Yet, most studies have reported that T cell development is normal in patients with 22q11.2DS and in various distinct mouse models of 22q11.2DS (6, 27, 32, 49, 90). While one study suggested that there were differences in T regulatory cell suppressor activities, subsequent results indicated the T regulatory cells were normal (23, 90). It is unclear whether the thymic hypoplasia is solely responsible for the peripheral T cell lymphopenia. For example, we noted that minoxidil treatments in pregnant mice (E8–E10) normalized the size of the E18–18.5 thymus in the Tbx1^neo2/neo2^ cohort like controls (Fig. S4 D). Yet, there was only a slight improvement in the splenic T to B cell ratio when comparing carrier versus drug-treated e18–e18.5 Tbx1^neo2/neo2^ embryos (Fig. S4 D). Current experiments are addressing additional causes for the peripheral T cell lymphopenia seen in patients.

22q11.2DS impacts the thymus, Pth’s, and aortic arch. The administration of minoxidil in utero corrected the improper medial positioning of the Pth’s relative to the thyroids in the Tbx1^neo2/neo2^ embryos (Fig. 7). This is the first evidence that mesenchymal cell defects are directly consequential to the Pth changes in 22q11.2DS. While septation defects in the hearts of Tbx1^+/LacZ^ embryos were reported (distinct 22q mouse model, 50% wild-type Tbx1 expression), the Tbx1^neo2/neo2^ line did not appear to have such problems (67, *Preprint*). Moreover, our experiments also indicated that the doses and time of administration of minoxidil or PGE_2_ in utero did not correct the IAA-B, the most common cardiac phenotype in 22q11.2DS patients (9). Either earlier administration of higher doses and/or more prolonged drugs may be needed to correct the various congenital heart defects.

The congenital defects due to 22q11.2 deletion overlap substantially with those from coloboma, heart defects, atresia choanae, growth retardation, genital abnormalities, and ear abnormalities and otofaciocervical syndromes, gestational diabetes, and RA embryopathies (3, 28, 47, 91, 92). These shared congenital problems are linked to developmental issues within the pharyngeal region. We propose these are connected by transcriptional changes within the mesenchymal cell subsets. This notion is supported by evidence in pregestational diabetic mouse models, wherein diabetes impacts selected mesenchymal subsets, leading to the congenital heart defects (93). Increased RA is a common link among several of these syndromes (76, 77, 94, 95). In summary, mesenchymal cell dysfunction contributes to several congenital malformations arising from 22q11.2DS that impact the thymus, Pth’s, and velopharyngeal regions. Several drugs were identified that reduced the severity of these congenital problems, providing a possible clinical approach for 22q11.2DS patients.

## Materials and methods

### Study approval

Animal work described in this manuscript has been approved and conducted under the oversight of the UT Southwestern Institutional Animal Care and Use Committee *(*APN numbers 2015-101163 and 2015-101247). For 22q11.2DS and control patient samples, the Institutional Review Board at UT Southwestern Medical Center approved this study (# 072010-009; IRB, # 112010-013; IRB). Consent was obtained for collecting thymic tissues from cardiac patients, some of whom were subsequently determined to carry 22q11.2DS.

### FTOCs and RTOCs

FTOC assays were performed as previously described (32, 96). The media consisted of RPMI supplemented with 20% fetal calf serum and HEPES, L-glutamine, sodium pyruvate, penicillin, streptomycin, 5 × 10^−5^ M 2-mercaptoethanol, and nonessential amino acids. RTOCs were done with normal and hypoplastic fetal thymic lobes, isolated at gestational ages E13.0–13.5. A minimum of four hypoplastic lobes were needed for a single RTOC assay (>15,000 cells total). Lobes were washed with PBS and digested in 0.25% trypsin and 0.02% EDTA for 4–10 min at 37°C; the stopping point determined as a single-cell suspension became evident. Trypsinization was terminated by washing the cells in serum-containing media. The single-cell suspensions were stained with antibodies specific for mesenchymal cells (Pdgfra-PE) and TECs (EpCAM-FITC), done under sterile conditions. After 20-min incubations, the cells were washed and sorted into three populations: mesenchymal, epithelial, and the remaining cells (EpCAM^−^Pdgfra^−^) that contained ETPs, dendritic cells, endothelial cells, and macrophages. RTOC assays were performed by reaggregating the three cell groups: EpCAM^+^ cell (∼30%), Pdgfra^+^ (∼30%), and EpCAM^−^ Pdgfra^−^ (∼40%) in a 1.5-ml tube. Cells were centrifuged consecutively for 5 and 10 min at 1,000 and 2,000 rpm, respectively. After the second spin, the supernatant was removed, leaving behind 2–5 μl of aggregated cells, which was placed on ice for 10 min. The cell pellet was gently dispersed and drawn into a pulled glass pipette. A single drop of aggregated cells was applied onto a Millipore nitrocellulose filter, the latter on a sterile foam sponge (2-mm thick) in a single well of a 6-well tissue culture plate. The cells were cultured and analyzed as described (32, 97). In certain experiments, the cultured media was supplemented with various concentrations of either minoxidil (3–10 μM), PGE_2_ (100–1,000 nM), labetalol (300 nM), enalaprilat (100 μM), nifedipine (100–300 nM), or hydralazine (50–100 nM). Fresh media containing either the carrier (5% ETOH) or the drugs were replenished every 2 days.

### In vivo drug treatments

On the day of mouse intercrosses, Tbx1^+/neo2^ male mice were co-housed with Tbx1^+t/neo2^ female mice after 4 p.m. The next morning, females with evidence of a vaginal plug were designated as day e0–0.5 post coitus. We provide this range throughout the manuscript, as a 0.5-day difference can significantly affect the thymic cellularity when comparing hypoplastic and normal lobes and affect DP numbers when assessed at E17–17.5. Timed pregnant mice were injected intraperitoneally with either an ETOH carrier (5% ETOH in PBS), minoxidil (200 μl, 0.55 mg/ml), PGE_2_ (90 μl, 3.6 ng/μl), or enalapril maleate (100 μl, 1 μg/ml) in the mornings at E8, E9, and E10. Embryos were isolated from the pregnant mice at E13–13.5, E15–15.5, or E17–17.5 post coitus.

### Tissue staining

E13.5–E15.5 whole embryos (for thymus and heart) and E17–17.5 (jaw to upper abdomen cut) embryos (for Pth) were fixed for 24 h in 4% paraformaldehyde (in PBS) at 4°C. The tissues were dehydrated in a stepwise ethanol gradient of 25, 50, 75, and 100% ethanol, prepared in PBS when diluted. After a subsequent wash in xylene, the tissues were embedded in paraffin and sectioned (10-μm thick). Slides were de-paraffinized in xylene and rehydrated using a descending ethanol gradient (100, 95, 90, 80, 70, and 50% ethanol). Antigen retrieval was performed for 15 min at 95°C in Antigen Retrieval R Buffer A pH 6 (Electron Microscopy). Slides were blocked in CAS Block (Invitrogen) for 2 h at room temperature (RT). The antibodies used for staining are listed in Table S3 and the figure legends. In most experiments, the antibodies were incubated with the slides overnight (O/N) at 4°C. Secondary antibodies (Invitrogen) were used as recommended by the manufacturer. Certain slides were stained with DAPI to delineate the nucleus (Molecular Probes) prior to mounting with Prolong Gold anti-fade Reagent (Invitrogen). Images were taken on a Laser scanning confocal Zeiss LSM880 inv. + 2-Photon and Keyence Fluorescence microscope. Some images were taken on a Leica TCS SP5 confocal microscope. Images were analyzed using updated ImageJ software termed Fuji.

For the whole-mount staining, E15.5 whole thymuses were fixed with 4% PFA for 1 h at RT. Fixed thymuses were permeabilized in 1% Triton-X in PBS for 1.5 h and then blocked in CAS block (Invitrogen) for 1.5–2 h. Thymuses were then incubated with indicated antibodies dissolved in CAS block O/N at 4°C. Thereafter, thymuses were washed thrice in PBS and then incubated with appropriate secondary antibody (1:250; Invitrogen) dissolved in CAS block O/N at 4°C. Antibody information can be found in Table S2. The next day, the thymuses were washed in PBS, sequentially dehydrated into 100% methanol, and visualized after clearing in 2:1 benzyl alcohol: benzyl benzoate (BABB). Thymuses were mounted in concavity slides in BABB. Images were obtained using Zeiss LSM700 Axio Imager confocal microscope. The SMA stain was manually traced in Fuji software (ImageJ), and the number of bifurcations was counted. All SMA+ vessels inside the thymus were added together to measure SMA+ arterial length.

### scRNA Seq information and data analysis

Cell Ranger’s (v5.0.1, 10X Genomics) mkfastq module was used to convert BCL files to FASTQ format. Reads from FASTQ files for each library were aligned to the mouse reference genome (mm10), and the transcript counts of each cell were quantified using unique molecular identifier (UMI) and valid cell barcode. The gene expression matrix generated from cell ranger count module was then used as input to Seurat R package (v4.0.1) for the downstream analysis (98). Cells with <200 genes per cell and very high mitochondrial gene content were filtered out. Global-scaling normalization method defined as “Log Normalize” was used. Subsets of genes exhibiting high variation across the single cells were compared. The highly variable genes were calculated using the “FindVariableFeatures” module in Seurat. In this module, average expression and dispersion per gene were calculated, and features were divided into bins to get z-scores for dispersion per bin. “FindIntegrationAnchors” and “IntegrateData module” in Seurat were then used to find anchors and integrate Seurat objects corresponding to sample names Tbx1^+/+^ (carrier), Tbx1^neo2/neo2^ (carrier), Tbx1^neo2/neo2^ (minoxidil), and Tbx1^neo2/neo2^ (PGE_2_). Seurat integrated analysis was performed across all samples. Data were then scaled, and dimensional reduction was performed with principal component analysis. For the sample, a shared nearest neighbor (SNN) graph was constructed with the “FindNeighbors” module in Seurat by determining the k-nearest neighbors of each cell. The clusters were then identified by optimizing SNN modularity using the “FindClusters” module. This allowed for a sensitive detection of rare cell types. We obtained 19 clusters with a resolution of 0.3. Uniform manifold approximation and projection (UMAP) plots were generated using the DimPlot module in Seurat. Each cluster was compared with all other clusters using Wilcoxon rank-sum test to test for significant differentially expressed genes. The genes identified as relatively overexpressed in a cluster as compared with all other cells were termed as “markers”. Clusters were named based on gene markers specific to various cell types. Differential gene expression testing was performed using “FindMarkers” module in Seurat between normal fetal thymus (Tbx1^+/+^) and 22q.11.2DS hypoplastic lobes (Tbx1^neo2/neo2^) minoxidil, PGE_2_, or ETOH as a carrier control. Dot plot was generated using DotPlot function in Seurat. Heat maps were generated using the “DoHeatmap” function in Seurat. The scRNA Seq dataset has been deposited in the Gene Expression Omnibus database (GEO accession #GSE272825). Monocle3 (https://cole-trapnell-lab.github.io/monocle3/docs/trajectories/) was used to study the trajectory of mesenchymal cells. Monocle tracks the magnitude of transcriptional change that a cell undergoes starting from root to the end state defined as pseudotime. In this analysis, M-1/M-3 was defined as the root in trajectory analysis.

### Online supplemental material

The supplementary information provides additional insights into the cause of thymic hypoplasia in 22q11.2DS mouse models. Five figures, three tables, and a supplementary spreadsheet containing the gene expression changes are included as follows: Fig. S1 shows the human 22q11.2 locus and corresponding mouse models that have overlapping congenital features along with RTOC procedures. Fig. S2 shows the differential effects of PGE_2_ versus minoxidil in FTOCs and RTOCs. Fig. S3 shows that the minoxidil and PGE_2_ have beneficial growth effects in vivo on developing thymuses. Fig. S4 shows that the collagens, ECM, and angiogenic transcripts are altered in the six mesenchymal cell subsets from hypoplastic lobes. Fig. S5 shows the elevated levels of Sox9 and Angptl1 levels along with Plods and Lox are normalized in Tbx1^neo2/neo2^ thymic lobes following minoxidil treatments. Table S1 shows the mouse models of 22q11.2DS. Table S2 shows the scRNA Seq data summary. Table S3 shows the reagents and supplies used in the study. Data S1 shows the gene expression changes in E13–13.5 thymic cell subsets resulting from minoxidil.

## Supplementary Material

Table S1 shows the mouse models of 22q11.2DS.

Table S2 shows the scRNA Seq data summary.

Table S3 shows the reagents and supplies used in the study.

Data S1 shows the gene expression changes in E13–13.5 thymic cell subsets resulting from minoxidil.

## Data Availability

The data underlying Figs. 1, 2, 6, and 7 are available in the published article and in the online supplemental material. The data underlying Figs. 3 and 5 are openly available in the scRNA Seq dataset deposited in the GEO database (GEO accession #GSE272825).

# Supplementary material for: Minoxidil restores thymic growth in 22q11.2 deletion syndrome by limiting Sox9+ chondrocyte expansion
**Source:** J Hum Immun. 2025 Aug 12;1(3):e20250143. doi: 10.70962/jhi.20250143
**Supplement:** Table S1 — shows the mouse models of 22q11.2DS.

Supplementary Table 1. Mouse models of 22q11.2DS

| **Supplemental Table 1**: Mouse models of 22q11.2DS | | | | |
| --- | --- | --- | --- | --- |
| Mouse Line | Relative Tbx1 levels^a^ | Thymus | Neonatal Lethality | Heart defects |
| Tbx1^+/+^ | 1.0 | Normal | No | No |
| Tbx1^+/neo2 b^ | 0.67 | Mild Hypoplasia | Low | Yes |
| Tbx1^+/-^ | 0.5 | Mild Hypoplasia | Low | Yes |
| Tbx1^+/neo^ | 0.5 | Mild Hypoplasia | Low | Yes |
| Tbx1^neo2/neo2^ | 0.35 | Severe hypoplasia | 100% | Yes |
| Tbx1^neo2/neo^ | 0.2 | Aplasia | 100% | Yes |
| Tbx1^-/-^ | 0 | Aplasia | 100% | Yes |
| Df(16)1/+; 1.5 Mb deletion | 0.5 | Mild Hypoplasia | Low | Yes |
| Del(3.0Mb)/+; 3 Mb deletion^b^ | 0.5 | Mild Hypoplasia | Low | Yes |

^a^Obtained from published reports

^b^See Supplemental Figure 1 for human chr 22q and murine chr 16

# Supplementary material for: Minoxidil restores thymic growth in 22q11.2 deletion syndrome by limiting Sox9+ chondrocyte expansion
**Source:** J Hum Immun. 2025 Aug 12;1(3):e20250143. doi: 10.70962/jhi.20250143
**Supplement:** Table S2 — shows the scRNA Seq data summary.

Supplementary Table 2. Single cell RNA sequencing data summary

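The number of cells, the median number of genes per cell, and the number of genes detected can be counted from the deposited UMI matrices, while numbers of reads cannot. The median number of genes per cell was 4515 in Tbx1+/+ carrier, 3584 in Tbx1 neo2/neo2 carrier, 6017 in minoxidil, and 5367 in PGE_2_ embryos. Genes with at least 1 UMI in a library numbered 21946, 21648, 21410, and 21269 in the same order.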

| **Supplemental Table 2**. Single cell RNA sequencing data summary | | | |  |
| --- | --- | --- | --- | --- |
| Embryonic thymus genotype | **Tbx1^+/+^ (carrier)** | **Tbx1^neo2/neo2^ (carrier)^a^** | **Tbx1^neo2/neo2^ (minoxidil)** | **Tbx1^neo2/neo2^ (PGE_2_)** |
| Estimated total # cells | 11,908 | 11,364 | 3362 | 4471 |
| Mean reads/cell | 61,572 | 50,544 | 258,813 | 150,320 |
| Median genes/cell | 4,515 | 3,584 | 6,017 | 5367 |
| Total # reads | 733,194,190 | 574,386,022 | 870,128,648 | 672,081,524 |
| Total genes detected | 21,946 | 21,648 | 21,410 | 21,269 |

^a^Hypoplastic thymic lobes

# Supplementary material for: Minoxidil restores thymic growth in 22q11.2 deletion syndrome by limiting Sox9+ chondrocyte expansion
**Source:** J Hum Immun. 2025 Aug 12;1(3):e20250143. doi: 10.70962/jhi.20250143
**Supplement:** Table S3 — shows the reagents and supplies used in the study.

Supplementary Table 3. Reagents and supplies used in the study

How the deposited data were processed for this re-analysis (not part of the article)

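Single-cell RNA was measured in thymic lobes of E13 to 13.5 embryos, with 1 library for each of Tbx1+/+ carrier, Tbx1 neo2/neo2 carrier, Tbx1 neo2/neo2 minoxidil, and Tbx1 neo2/neo2 PGE_2_ embryos. Pregnant mice had been injected on E8, E9, and E10 with 5% ethanol as carrier, with 200 µl of minoxidil at 0.55 mg/ml, or with 90 µl of PGE_2_ at 3.6 ng/µl. The values are counts of UMIs per gene and cell, which the authors made with Cell Ranger by aligning reads to mm10, counting UMIs per gene and valid barcode, and keeping the barcodes called as cells, without normalization before deposit. Whether intronic reads were counted is not stated, and the authors state that lobes were pooled for hypoplastic tissues. The number of embryos in each library is not known. In the order above, the libraries held 11908, 11364, 3362, and 4471 cells with 292687940, 194023208, 151740600, and 156363845 UMIs.

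Cells with at least 200 genes and at most 10% mitochondrial UMIs were kept. The methods give the first limit but no number for the second. Cells kept numbered 11474, 10683, 3201, and 4152, with a median of 21125, 14108, 41084, and 34790 UMIs per cell. The libraries were integrated with anchors in Seurat 5.3.0 (canonical correlation, SeuratObject 5.2.0, R 4.3.3, Matrix 1.6.5, data.table 1.17.8) on 2000 variable genes and clustered on 30 dimensions at resolution 0.3. The variable genes were drawn from 2300 after leaving out the collagen, Sox, Hox, Fos and Jun family, Plod, Lox, sex-linked, and text-named genes whose levels were compared. The genes that the text names for TECs and hematopoietic cells were not left out, although their levels were compared as well. Counts, shares, and intervals were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3, figures with matplotlib 3.10.9, doublet scores with Scrublet in scanpy 1.11.5, and TMM factors with edgeR 4.0.16.

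Clusters were named from marker lists fixed beforehand. The lists were scored on UMIs per cluster with 20 CPM added, and a name needed 3 markers detected in at least 10% of the cells. Of the 20 clusters, the list for DN3 cells (H-1) named cluster 0 within the hematopoietic class, whose best list overall was that of innate-like cells (H-4), so the 2 types were not separated in it. The capsular fibroblast list (M-1) named cluster 1, the cTEC list (E-3) cluster 2, and the list of proliferating cells clusters 3 (epithelial) and 4 (mesenchymal, M-3). The pericyte list named cluster 8, the bipotent TEC list (E-4) cluster 9, the chondrocyte list (M-5) clusters 6 and 10, the macrophage and dendritic list (H-2) cluster 12, and the endothelial list cluster 13. Only cluster 10 reached the score of 1 needed to be counted as chondrocyte-like (1.12 against 0.90). The erythroid list led clusters 11 and 14, the mesothelial list cluster 15, the myogenic list (M-6) cluster 16, and the parathyroid list (E-5) cluster 19. Cluster 17 scored 0.54 on the list for early progenitors (H-3) with none of its markers among the 10 leading genes, and it was not set beside H-3. The mesothelial cluster was set beside M-4 after its genes had been seen. Clusters 5, 7, and 18 remained without a class, for low UMIs (in cluster 5 those of the Tbx1+/+ carrier cells) or for markers of several classes. The lists for capsular fibroblast 1 (M-4), neural crest or glial cells, neurons, thyroid, and airway epithelium led no cluster. The broad mesenchymal, epithelial, and hematopoietic lists gave the class of the named clusters.

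Shares of cells were given with exact binomial (Clopper-Pearson) intervals and UMI sums of a class, scaled to the UMIs of the class (CPM), with exact Poisson intervals, each at 95%. Ratios compared the Tbx1 neo2/neo2 carrier with the Tbx1+/+ carrier library, and each drug library with the Tbx1 neo2/neo2 carrier library. No test across embryos was possible with 1 library per condition, cells were not treated as replicates, and the intervals cover counting error alone. A gene was called higher or lower at a ratio of at least 1.5-fold with intervals that did not overlap, and a level of 0 was compared at a floor of 3 counts. The limit for a share of 0 was likewise that of 3 counts and not the Clopper-Pearson bound. The genes reported were all those that the text of the paper names for the single-cell data and, in mesenchymal cells, the 5 largest and 5 smallest ratios among genes with at least 50 CPM in 1 of the 2 libraries. Medians of a gene family took the genes with at least 20 UMIs in the 2 libraries together. For the share of cells with at least 3 of 7 chondrogenic genes, and for the sex of cells, each cell was thinned to 5000 UMIs, and cells with fewer were left out. Trajectories were described by a minimum spanning tree through cluster centres, 15 per log10 of the number of cells, in 100 draws of cells, in place of Monocle3. Values were compared with those of the paper by their 1.5-fold ratio and the half-width of the counting interval, and the M-5 values by the ratio alone, which was set after a first comparison with the counting interval. The log2 fold changes of the supplementary table were compared by their sign and the half-width of the counting interval. The rule for counting E-5 cells in the alternatives was corrected after an unnamed cluster had been seen among them.

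The calls were tested on simulated data made from the same counts, in which 200 genes were changed. Both sides of a comparison were drawn as Poisson counts around the gene means of the same library. The changes had a fixed size, up or down, and genes with few UMIs were not changed. For mesenchymal cells, 100% (genotype), 96% (minoxidil), and 91.5% (PGE_2_) of the changed genes were called, and for endothelial cells (genotype) 95%. Of the unchanged genes, 0.0766%, 0.115%, 0.206%, and 0.214% were called. The intervals covered 96.5%, 98%, 96%, and 96.5% of the changes put in. Since no difference between embryos or libraries was simulated, these rates cover counting error alone. They do not give the rate of false calls that such differences would cause.

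The alternatives were mitochondrial limits of 5% and 20%, a minimum of 1000 genes, clustering on all variable genes, no integration, resolution 0.6, assignment of cells from marker genes cell by cell, TMM scaling, sums without mitochondrial, ribosomal protein, and haemoglobin genes, and averaging over cells of UMIs normalized to 10000 per cell. Further alternatives were shares without thinning or with 2 of the 7 genes, and trees of all cells or of 30 and 60 centres. Added after seeing the data were leaving out the cells with the highest Scrublet scores at 0.8% per 1000 cells, leaving out the myogenic cluster, counting the unnamed cluster 5 as hematopoietic, counting every cluster led by the M-5 list as chondrocyte-like, and counting cluster 6 together with the M-1 cluster 1. Endothelial cells with at most 1 UMI of the mesenchymal markers were examined for the part of free RNA and doublets. The supplementary table of M-1 genes was held in part, 1998 entries for each of its 2 comparisons, and was used for the genes reported here. Imaging, cultures, flow cytometry, and the other experiments of the paper were not analysed here.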

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

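The test on tissue of embryos of 1 sex was chosen only after the result was seen. Hox genes of paralog groups 6 to 13, of which the paper's text names Hoxa7 alone while its supplementary table of M-1 cells lists others, stood at 314 CPM in mesenchymal cells of the Tbx1 neo2/neo2 carrier library. In the other libraries the level was 1.09 (0.820 to 1.41) CPM (Tbx1+/+ carrier), 0.573 (0.345 to 0.896) CPM (minoxidil), and 3.68 (2.95 to 4.54) CPM (PGE_2_), so the signal stood out in genes that the text does not discuss. At 5000 UMIs per cell, 45.8% of the Tbx1 neo2/neo2 carrier mesenchymal cells held a UMI of these genes, against 0.386%, 0.303%, and 1.05% in the Tbx1+/+ carrier, minoxidil, and PGE_2_ libraries. Epithelial and hematopoietic cells differed less between the carrier libraries, at 10.1% against 7.92% and 8.82% against 7.59%. Endothelial cells differed more, at 23.6% against 8.47%, but those of the minoxidil and PGE_2_ libraries also reached 13.3% and 25.8%. Within the Tbx1 neo2/neo2 carrier library, mesenchymal cells with at least 3 of the 7 chondrogenic genes held a Hox UMI as often (44.8%) as those with fewer (46.4%), and their levels were 391.7 and 281 CPM.

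The sex of the cells, read from Xist and 4 Y-linked genes, is likewise not discussed in the paper's text, although its supplementary table lists Xist, Ddx3y, Eif2s3y, and Uty among the genes of M-1 cells. Among mesenchymal cells of the Tbx1 neo2/neo2 carrier library with at least 3 of the 7 chondrogenic genes, 1.05% of the sexed cells were female (0.573 to 1.75), and among those with fewer 8.15% (7.10 to 9.30). Epithelial cells of the same library were 51.6% (48.0 to 55.2) female and hematopoietic cells 49.8% (45.7 to 53.9), but endothelial cells 26.1% (17.5 to 36.3). In the Tbx1+/+ carrier library mesenchymal, epithelial, and hematopoietic cells were alike, at 42.7%, 42.2%, and 40.3%, and endothelial cells were 50.0% (40.2 to 59.8) female. The minoxidil library was 100% female and the PGE_2_ library 0.244% among mesenchymal cells. The pericyte cluster of the Tbx1 neo2/neo2 carrier library was 58.6% (50.6 to 66.3) female, unlike the chondrocyte-like cluster (0.170%) and the M-1 cluster (2.59%).

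These patterns bear on the higher chondrogenic genes of the Tbx1 neo2/neo2 carrier library. The values argue against sex as such, since the median ratio of female over male mesenchymal cells of the Tbx1+/+ carrier library was 0.12. They also argue against depth per cell, since at 5000 UMIs per cell 33.7% of the Tbx1 neo2/neo2 carrier mesenchymal cells still held at least 3 of the 7 genes. A pool of mostly male embryos would have lowered the female share of epithelial cells as well, which was 51.6%. A candidate explanation is tissue of another axial level taken along with the lobes of some male embryos. The Hox level of 314 CPM and the female share of 1.05% are values that this needs, although the similar Hox share of cells with and without chondrogenic genes does not tie the 2 signals to the same cells. Without integration, 4 mesenchymal clusters held cells of several libraries and 4 mostly cells of 1 library. The 671 Tbx1 neo2/neo2 carrier cells in the shared clusters were 44.8% female and 5.58% of them held a Hox UMI, against 0.537% and 50.5% for the 5771 cells in the others. A difference caused by the genotype stays open and was not tested in these data, since each condition had 1 library and the number of embryos behind each cluster is not known. The paper also reports higher Sox9 and collagen transcripts by RT-qPCR of sorted mesenchymal cells. By immunofluorescence it reports more Sox9+ cells in the thymic capsule and more Col2a1. These separate experiments were not analysed here. The rise of the chondrogenic median was 2.61 among female cells and 1.91 in the shared clusters, against 4.35 in all mesenchymal cells. Free RNA of the other cells or doublets with them may add to these smaller rises, since the same genes rose by 3.40 in hematopoietic cells of the library.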

How the results depend on the processing

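The alternatives were set before the data were examined, except 5 that were chosen after seeing the data. These 5 left out the cells with the highest Scrublet scores, left the myogenic cluster out of the mesenchymal class, counted the unnamed cluster 5 as hematopoietic, counted every cluster led by the M-5 list as chondrocyte-like, or counted the M-1 cluster 1 together with cluster 6. Cluster 6, on which the M-1 list scored highest over all clusters and the M-5 list within the mesenchymal class, thus counted as chondrocyte-like in 1 of these and as M-1 in another. Also set after values had been seen were the rule for counting E-5 cells and the comparison of the M-5 values with the paper by their ratio alone, and the alternatives for single genes were extended from mesenchymal to the other cells. Leaving out cells by Scrublet's own calls was planned and not run, since its threshold called 0% of the cells of the Tbx1 neo2/neo2 carrier library. No paired analysis was possible because each condition had 1 library. TMM scaling, sums without mitochondrial, ribosomal protein, and haemoglobin genes, and averaging over cells change ratios alone and give no shares. Leaving out the myogenic cluster gives no value for endothelial cells.

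In every alternative that gave a value, the mesenchymal share was higher and the hematopoietic share lower in the Tbx1 neo2/neo2 carrier library than in the other 3 libraries. The chondrocyte-like share and the share of cells with at least 3 of the 7 chondrogenic genes were likewise highest in the Tbx1 neo2/neo2 carrier library throughout. Between the carrier libraries, the median of the chondrogenic genes ranged from 1.15 to 4.73 on the log2 scale, Sox9 from 2.08 to 3.78, and the Fos and Jun family from -1.41 to -1.03. The chondrogenic median kept its sign with minoxidil (-4.47 to -1.12) and with PGE_2_ (-4.11 to -1.12). Sox9 did so too (-3.44 to -1.97 and -3.83 to -2.06), as did the Fos and Jun family (1.08 to 1.49 and 1.35 to 1.93). The endothelial Sox median ranged from 0.026 to 0.49 between the genotypes. The size of the chondrocyte-like cluster depended on the setting, from 0 to 19.7% in Tbx1+/+ and from 9.58 to 32.9% in Tbx1 neo2/neo2 carrier mesenchymal cells.

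The values that moved beyond their counting interval are given by alternative, in the order Tbx1+/+ carrier, Tbx1 neo2/neo2 carrier, minoxidil, and PGE_2_ for shares, and genotype, minoxidil, and PGE_2_ for ratios. The cause was not tested for any of them. With at most 5% mitochondrial UMIs per cell, the mesenchymal shares were 16.2%, 44.0%, 22.9%, and 16.0%, the hematopoietic shares of the first 3 libraries 24.4%, 13.7%, and 25%, and their chondrocyte-like shares 1.19%, 9.58%, and 1.60%. The share with at least 3 of the 7 genes was then 0.460% and 29.4% in the carrier libraries and 0% with PGE_2_. The ratios were 4.73, -4.47, and -4.11 for the chondrogenic median, -1.41, 1.49, and 1.93 for the Fos and Jun family, and 3.59 (genotype) and -3.46 (PGE_2_) for Sox9. A limit of 20% gave chondrocyte-like shares of 19.7%, 31.9%, 23.4%, and 19.7%. With at least 1000 genes per cell, the mesenchymal shares were 25.9%, 71.0%, 34.5%, and 24.8%, and the hematopoietic share was 33.2% with PGE_2_. Clustering on all variable genes gave chondrocyte-like shares of 9.29%, 28.5%, 10.6%, and 9.34%. Without integration these were 0%, 15.7%, 0%, and 0%, the hematopoietic shares of the carrier libraries 22.5% and 12.1%, and the Tbx1 neo2/neo2 carrier mesenchymal share 60.3%. Resolution 0.6 gave chondrocyte-like shares of 9.36%, 30.3%, 12.8%, and 11.7% and a Tbx1+/+ hematopoietic share of 19.5%. When cells were assigned cell by cell from marker genes, chondrocyte-like shares were 0%, 20.3%, 0%, and 0%, the mesenchymal share of the Tbx1 neo2/neo2 carrier library 57.8%, and the hematopoietic share of the Tbx1+/+ carrier library 23.0%. In that assignment the genotype ratio of the chondrogenic median was 4.50 and the Fos and Jun ratios -1.19, 1.27, and 1.59.

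Averaging normalized UMIs over cells, which adds 1 before taking logarithms, gave 1.15, -1.12, and -1.12 for the chondrogenic median, 2.08, -1.97, and -2.06 for Sox9, and -1.03, 1.08, and 1.35 for the Fos and Jun family. The endothelial Sox median was 0.026, 0.047, and -0.024 under averaging, so its minoxidil ratio changed sign from -0.26, which was under the 1.5-fold limit. TMM scaling put the genotype ratio of the Fos and Jun family at -1.25, and it shifted the hematopoietic libraries by up to 0.12 (PGE_2_ against Tbx1 neo2/neo2 carrier). Without thinning, the shares with at least 3 of the 7 genes were 10.1%, 45.2%, 21.0%, and 9.33%, and with at least 2 of the 7 genes 9.09%, 50.7%, 11.8%, and 7.25%. The spanning tree had 6, 7, 6, and 6 branch points with 30 centres and 15, 14, 14, and 14 with 60, and 14 in the Tbx1 neo2/neo2 carrier library with all its cells.

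Of the alternatives chosen after seeing the data, leaving out the highest Scrublet scores gave mesenchymal shares of 26.4% and 63.0% in the carrier libraries and a PGE_2_ ratio of 1.67 for the Fos and Jun family. Without the myogenic cluster, the Tbx1 neo2/neo2 carrier library had 58.6% mesenchymal cells, of which 35.0% had at least 3 of the 7 genes. Sox9 was then at 3.78 (genotype) and -3.44 (minoxidil), and the Fos and Jun family at -1.19, 1.26, and 1.55. Counting the unnamed cluster 5 as hematopoietic, of which only the Tbx1+/+ cells had few UMIs, gave 37.3% and 11.4% in the carrier libraries. Counting every cluster led by the M-5 list as chondrocyte-like gave 11.6%, 32.9%, 16.1%, and 20.5%.

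A called ratio of a single gene changed sign 15 times, and the cause was not tested. In mesenchymal cells, the limit of 5% mitochondrial UMIs took Myh11 (genotype) to 0.79 and Krtdap (minoxidil) to -0.057. Without integration, C1qa was at -0.36 (genotype) and 0.31 (minoxidil). With assignment cell by cell, Cd3g was at -0.54 (genotype), Prss16 at -0.28 (PGE_2_), and Sox10 at -2.85 (minoxidil) and -2.35 (PGE_2_). Without the highest Scrublet scores, Epcam was at 0.11 (genotype), and with PGE_2_ Krt8 was at -0.29, Psmb11 at -0.19, Prss16 at -0.21, and Sox10 at -1.57. In the same setting Sox11 of epithelial cells (genotype) was at -0.007, and averaging over cells put Sox5 of endothelial cells (genotype) at -0.006.

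The other results were 507 ratios of single genes in mesenchymal, endothelial, epithelial, and hematopoietic cells and the shares of single mesenchymal clusters. For single genes, 4330 of 5532 alternative values stayed within the counting interval, and for cluster shares 100 of 144 did. By alternative, those outside the interval numbered 405 under averaging over cells (217 higher, 188 lower), 310 at 5% mitochondrial UMIs (161 higher, 149 lower), 157 with assignment cell by cell (73 higher, 84 lower), 142 without the highest Scrublet scores (82 higher, 60 lower), and 111 without integration (64 higher, 47 lower). TMM scaling moved 39 (39 higher, 0 lower), the sums without the 3 gene groups 29 (19 higher, 10 lower), resolution 0.6 21 (6 higher, 15 lower), all variable genes 18 (12 higher, 6 lower), the 20% limit 8 (1 higher, 7 lower), the minimum of 1000 genes 2 (0 higher, 2 lower), and clusters 1 and 6 counted together 4 (4 higher, 0 lower). At least 1 alternative changed the call of 80 of these ratios. Calls that did not hold included Plod1 between genotypes (0.58 at 5% mitochondrial UMIs), Krt14 and Krtdap of epithelial cells (0.32 and -0.34 in the same setting), and Krt5 of epithelial cells without integration (-0.54). Sox5 and Sox6 of endothelial cells were at 0.32 and 1.06 without the highest Scrublet scores and not called.

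Depth limited the endothelial results, with 203 and 244 cells in the carrier libraries and 100 and 99 in the minoxidil and PGE_2_ libraries. Sox8, Sox10, Runx2, and Angpt1 rested there on 36 or fewer UMIs per library and had wide counting intervals. Col2a1 and Acan had few Tbx1+/+ UMIs, so the size of their ratios rests on few counts. The myogenic cluster held 7 Tbx1+/+ cells, and the parathyroid-like cluster held cells of 1 library, apart from 1 PGE_2_ cell at the limit of 20% mitochondrial UMIs and without integration. The number of branch points followed the number of centres, so the spanning tree says nothing about whether branching differed.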

Differences from the paper's values

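Of the 108 values that could be set beside the paper's, 40 differed. In the Tbx1 neo2/neo2 carrier library, M-1 cells were 38.4% of the mesenchymal cells against the paper's 59%. Of the alternatives set before the data were examined, no integration (58.3%), all variable genes (40.2%), and the limit of 20% mitochondrial UMIs (39.6%) closed the gap. The 5% limit (33.7%), the minimum of 1000 genes (38.8%), and resolution 0.6 (37.3%) did not. With minoxidil the share was 28.4% against the paper's 43%, and with PGE_2_ it was 27.1% against the paper's 44%. No integration closed these gaps, at 45.8% and 47.8%, and the other alternatives set before the data were examined did not. Counting clusters 1 and 6 together, which was chosen after seeing the values, gave 56.9%, 40.2%, and 45.8% in the 3 Tbx1 neo2/neo2 libraries and closed all 3 gaps. Cluster 6 was named by the M-5 list within the mesenchymal class, while the M-1 list scored highest in it over all clusters. M-2 cells were 4.03% in the Tbx1 neo2/neo2 carrier library against the paper's 7%, and clustering on all variable genes closed this gap (6.80%) while the other alternatives did not.

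The M-5 share in the Tbx1 neo2/neo2 carrier library was 14.4% against the paper's 9%, and of the alternatives set before the data were examined the limit of 5% mitochondrial UMIs closed the gap (9.58%) and the others did not. In the other libraries it was 3.49% against the paper's 0.5% (Tbx1+/+ carrier), 4.29% against the paper's 0.2% (minoxidil), and 1.71% against the paper's 0.3% (PGE_2_). By the ratio alone, a rule set after values had been seen, none of the alternatives set before the data were examined closed these 3 gaps. At the 5% limit the shares were 1.19%, 1.60%, and 0.978%. Without integration, and with assignment cell by cell, no minoxidil or PGE_2_ cell was counted as chondrocyte-like. Without integration, the limit of 3 counts used for a count of 0 lay above the paper's shares in these libraries. That setting therefore cannot tell whether the minoxidil and PGE_2_ gaps closed. The ratio of the M-5 shares of the carrier libraries was 4.14-fold against the paper's 17-fold. None of the alternatives closed that gap, and it was 8.08-fold at the 5% limit and at least 149-fold without integration, where the cluster held no Tbx1+/+ cell. M-6 cells were 0.244% in the Tbx1+/+ carrier library against the paper's 1.5%, and no alternative closed the gap. With PGE_2_ they were 0.341% against the paper's 1.5%, and only the 5% limit closed the gap (0.734%).

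Hematopoietic cells of the Tbx1+/+ carrier library numbered 2351 against the paper's 4480. None of the alternatives set before the data were examined closed the gap, and the closest was assignment cell by cell (2640). Counting the unnamed cluster 5 as hematopoietic, chosen after seeing the values, gave 4282 and closed it. The Tbx1 neo2/neo2 carrier library had 0 parathyroid-like (E-5) cells against the paper's 8, and none of the alternatives closed the gap. An unnamed cluster, whose leading marker list was that of parathyroid cells, held 4 cells of this library without integration and 50 at resolution 0.6, and it was not counted.

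The supplementary log2 fold changes of M-1 cells were compared on the scale of averaging over cells, and the genotype ratio is meant unless a drug is named. For Col2a1 the value was 0.40 against the paper's 1.51, for Col9a3 0.35 against the paper's 1.80, and for Col11a1 0.66 against the paper's 1.01. For Sox6 it was -0.018 against the paper's 0.31, for Hoxa7 0.93 against the paper's 1.10, for Acta2 1.09 against the paper's 0.53, and for Angptl1 1.65 against the paper's 1.71. None of the alternatives set before the data were examined closed these 7 gaps. Without integration the values came to 1.62 for Col2a1, 1.55 for Col9a3, 0.84 for Col11a1, 0.26 for Sox6, 1.27 for Hoxa7, 0.59 for Acta2, and 1.54 for Angptl1. The value for Col9a2 was 0.025 against the paper's 0.55, for Sox5 0.11 against the paper's 0.37, for Sox9 1.05 against the paper's 2.02, and for Sox11 0.89 against the paper's 1.37. No integration closed these 4 gaps, at 0.54, 0.39, 2.05, and 1.40, and the other alternatives did not. For Runx2 the value was 0.11 against the paper's 0.32, and none of the alternatives set before the data were examined closed the gap, whereas clusters 1 and 6 counted together, chosen after seeing the values, did (0.31). For Cnn1 it was 0.11 against the paper's 0.18, and the limit of 5% mitochondrial UMIs (0.19) and no integration (0.17) closed the gap, the other alternatives set before the data were examined did not, and clusters 1 and 6 together, chosen after seeing the values, did (0.21). For Fos with minoxidil it was 2.79 against the paper's 2.87. The 5% limit (2.90), all variable genes (2.82), and no integration (2.88) closed this gap, the other alternatives set before the data were examined did not, and clusters 1 and 6 together, chosen after seeing the values, did (2.90).

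Further genes of the same table differed as well. For Runx1 the value was 0.72 against the paper's 1.21 and for Xist with minoxidil 3.27 against the paper's 3.33, and no alternative closed these gaps. For Scx it was 1.16 against the paper's 1.36 and for Plod2 with minoxidil 0.77 against the paper's 0.62. None of the alternatives set before the data were examined closed these, whereas clusters 1 and 6 together, chosen after seeing the values, did (1.38 and 0.65). For Acta2 with minoxidil it was -1.41 against the paper's -0.11, and for Cd44 0.44 against the paper's 0.35 and Plac8 with minoxidil 0.94 against the paper's 1.09. No integration alone of the alternatives set before the data were examined closed these 3 gaps, at -0.13, 0.35, and 1.04, and clusters 1 and 6 together, chosen after seeing the values, closed those of Cd44 (0.35) and Plac8 (1.09). For Sox4 it was 0.55 against the paper's 0.87, closed by all variable genes (0.87) and, chosen after seeing the values, by clusters 1 and 6 together (0.89). For Ifitm2 it was -0.23 against the paper's -0.27, closed by the 5% limit (-0.30), the minimum of 1000 genes (-0.24), and resolution 0.6 (-0.24). With minoxidil, Junb was at 1.48 against the paper's 1.65, closed by the 5% limit (1.55), no integration (1.62), and, chosen after seeing the values, clusters 1 and 6 together (1.63). Jund was at 0.75 against the paper's 0.85, closed by all variable genes (0.82) and no integration (0.84). Angpt2 was at 0.052 against the paper's 0.13, closed by the 20% limit (0.12), all variable genes (0.13), no integration (0.14), and, chosen after seeing the values, clusters 1 and 6 together (0.15). Plod1 was at -0.032 against the paper's -0.11, closed by the 20% limit (-0.074) and all variable genes (-0.073). The other alternatives set before the data were examined did not close the gaps of these last 6 genes.

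Several statements of the paper on genes went the other way in these values. In mesenchymal cells of the Tbx1 neo2/neo2 carrier library, the paper has Tcf12 raised, and it was at -0.40 and not called. The paper has Acta2, Myh11, and Cnn1 lowered in this genotype, whereas Acta2 (1.08) and Cnn1 (1.86) were higher and Myh11 (-0.76) lower. The paper's supplementary values for M-1 cells have the same signs as the values here for these cells, with Tcf12 at the paper's -0.15 (-0.18 here), Acta2 at the paper's 0.53 (1.09 here), and Cnn1 at the paper's 0.18 (0.11 here). Sox10, which the paper has lowered in mesenchymal cells, was at -0.18 and not called. It was called lower at the limit of 5% mitochondrial UMIs (-2.48) and, in a setting chosen after seeing the values, without the highest Scrublet scores (-1.87), and it was called higher with assignment cell by cell (1.75). The paper has Fos and Jun lowered in all mesenchymal subclusters of this genotype, whereas in the myogenic cluster Fos was at -1.05 and not called.

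In endothelial cells, the paper has a set of Sox genes raised in the Tbx1 neo2/neo2 carrier library that includes Sox7, which was at 0.10 and not called, and Sox8, which rested on 3 UMIs in the Tbx1+/+ carrier library and 5 in the Tbx1 neo2/neo2 carrier library. Sox10, which the paper has lowered, had 4 and 0 UMIs and was not called. Runx2 and Tcf12, given as raised, were not called at 1.36 and 0.30. Runx2 was called higher at the limit of 20% mitochondrial UMIs (1.67) and with assignment cell by cell (1.84). Of the angiogenic genes that the paper has lowered, Vegfc (-0.88) was called lower, Angpt1 (-1.18), Angpt2 (-0.33), and Ephb1 (-0.32) were not called, and Ephb2 (1.61) was called higher. Angpt1 was called lower with assignment cell by cell (-1.38). Ephb3, at 1.12, was not called, and with assignment cell by cell it was called higher (1.02). The paper has several endothelial Sox genes raised by minoxidil, whereas Sox5 (0.18), Sox6 (-1.05), Sox13 (0.29), Sox17 (0.57), and Sox18 (0.34) were not called higher. Sox17 was called higher at the limit of 20% mitochondrial UMIs (0.63), with all variable genes (0.67), and with assignment cell by cell (0.84), and Sox18 with assignment cell by cell (0.59). Sox5 was called higher without the highest Scrublet scores (1.70), a setting chosen after seeing the values. The paper has the endothelial Sox genes lowered by PGE_2_, and 5 of the 10 measured (Sox6, Sox7, Sox9, Sox11, and Sox12) were called lower, whereas Sox5 (0.085), Sox13 (0.080), and Sox17 (0.28) were above 0. Sox17 was called higher with PGE_2_ at the limit of 5% mitochondrial UMIs (0.66).

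The paper has the Plod and Lox enzymes raised in the Tbx1 neo2/neo2 carrier library and brought back by minoxidil. Of the Plod genes only Plod1 was called higher (0.60), and its fall with minoxidil (-0.56) was not called except with assignment cell by cell (-0.62). Lox and Loxl2 went as the paper has it, higher between genotypes and lower with minoxidil. Loxl1 was at -0.57 between genotypes and rose by 0.86 with minoxidil. Angptl1 was called higher in 6 of the 7 mesenchymal clusters of the Tbx1 neo2/neo2 carrier library, more than the paper reports.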

Other observations

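The tests on low-UMI cells and on Sox11 of endothelial cells were chosen only after the result was seen. The Fos and Jun family was lower in mesenchymal cells of the Tbx1 neo2/neo2 carrier library (-1.27), and a lower level also appeared in hematopoietic (-0.97), epithelial (-0.68), and endothelial (-0.77) cells. The median over these 3 classes was -0.77. The ratio was similar among female (-1.31) and male (-1.33) mesenchymal cells, which argues against sex as the source. Since these genes were lower in all 3 of these classes, a possible explanation is handling or dissociation of the whole library, and an effect of the genotype on all cells stays open and was not tested.

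Endothelial cells of the Tbx1 neo2/neo2 carrier library had higher Sox9 (3.43), Angptl1 (4.84), and chondrogenic genes (4.14). Angptl1 was also higher in hematopoietic (5.45), epithelial (5.62), and erythroid (4.44) cells of this library, and the chondrogenic genes in hematopoietic (3.40), epithelial (1.91), and erythroid (4.05) cells. In the 130 and 193 endothelial cells of the carrier libraries with at most 1 UMI of the mesenchymal markers, the ratio of Sox9 was 0.085 and Angptl1 had 1 and 1 UMI. The chondrogenic genes had too few UMIs in those cells for a median ratio. In the Tbx1+/+ and Tbx1 neo2/neo2 carrier libraries, Col2a1 had 2 and 6, Col9a1 1 and 4, and Col9a2 4 and 14. Col9a3 had 3 and 9, Col11a1 0 and 6, and Acan 0 and 0, so these counts do not decide their source. For Sox9 and Angptl1, a candidate source is free RNA from mesenchymal cells or doublets with them. Sox11 stayed higher in those cells (0.71 against 0.75 in all endothelial cells), which argues against this source for Sox11. Of the abundant mesenchymal transcripts, Col1a1 went from 2.54 in all endothelial cells to 0.42 in those cells and Col3a1 from 2.07 to 1.43. Hoxa7 (3.83) and Col3a1 thus stayed higher. The female share of endothelial cells was 26.1% (17.5 to 36.3) in the Tbx1 neo2/neo2 carrier and 50.0% (40.2 to 59.8) in the Tbx1+/+ carrier library, so endothelial cells from tissue taken along with the lobes stay open as a source of the higher Sox11 and Hoxa7, as does an effect of the genotype, and neither was tested.

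A cluster of cells with epithelial and mesenchymal transcripts held 140 cells of the Tbx1+/+ carrier library. They had a median of 41656.5 UMIs per cell against 27418.5 for the epithelial cells of that library and a mean Scrublet score of 0.284 against 0.0398. Xist and Y-linked UMIs were found together in 7.86% of them (3.99 to 13.6) against 0.896% (0.609 to 1.27) of the epithelial cells. Doublets of an epithelial and a mesenchymal cell may therefore account for this cluster, which came closest to the E-2 cells of the paper. Cells that express both programs stay open for the remainder and were not tested.

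A parathyroid-like cluster held 86 cells, all of the Tbx1+/+ carrier library, and at the limit of 20% mitochondrial UMIs or without integration also 1 cell of the PGE_2_ library. At the same share of kept cells, 24.0 would be expected in the minoxidil library, 31.1 in the PGE_2_ library, and 80.1 in the Tbx1 neo2/neo2 carrier library, so the small number of cells alone does not account for their absence or, with PGE_2_, near absence. Pth had 178263 UMIs in the Tbx1+/+ carrier library and 4, 4, and 234 in the Tbx1 neo2/neo2 carrier, minoxidil, and PGE_2_ libraries. Of those of the PGE_2_ library, 231 lay in the unnamed low-UMI cluster 7, and 1 cell of the library held at least 10. Whether the gland was taken along with the Tbx1+/+ lobes or was absent because of the genotype stays open, and neither was tested.

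Cluster 5, which had few UMIs in the Tbx1+/+ carrier library alone, held 1931 Tbx1+/+ carrier cells and lay next to the hematopoietic clusters. Its cells had a median of 5922 UMIs in that library and of 67513.5, 102082, and 60806.5 in the Tbx1 neo2/neo2 carrier, minoxidil, and PGE_2_ libraries, where they were 68, 18, and 42 cells without a UMI of Pth and what they are was not tested. In the Tbx1+/+ carrier library its cells held 1347 CPM of the epithelial markers against 225 in hematopoietic cells, and 351 against 143 CPM of the mesenchymal markers. The hematopoietic markers were at 1265 against 2683 CPM and the innate-like markers at 5395.5 against 10932 CPM. Chga and Pth led its genes, with Pth at 1086 CPM against 25.5 in hematopoietic cells and 53454 in the parathyroid-like cluster. Hematopoietic cells with little RNA and cells of several types cannot be told apart here, because the epithelial list rose past the 3-fold limit set for the test while the mesenchymal list did not, and the source of its Pth was not tested. No biological explanation was tested.

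Among 3246 genes with at least 50 CPM in mesenchymal cells of a carrier library, the largest genotype ratios were those of Hoxc8 (11.78, 9.30 to 17.08), C1qtnf3 (10.81), En1 (10.38), Hoxc6 (9.03), and Col2a1 (7.94), with 1 UMI of Hoxc8 in the Tbx1+/+ carrier library. The smallest were those of Atf3 (-4.33), Socs3 (-3.81), Tcf21 (-3.38), Shisa3 (-3.33), and Krt19 (-3.20). With minoxidil, the largest ratios were those of Atf3 (5.14), Xist (4.44), Socs3 (3.94), Rgs5 (3.61), and Shisa3 (3.54), and among the smallest were Hoxa7 (-10.20) and C1qtnf3 (-10.17). Ddx3y and Eif2s3y, which are Y-linked, and Hoxc8 had no UMI in the minoxidil library. Xist and the Y-linked genes follow the sex of the libraries, as the minoxidil library held female cells alone. The ratio of the chondrogenic median with minoxidil was -2.57 when female cells of both libraries were compared and -1.73 in the clusters shared by several libraries without integration, against -4.19 in all mesenchymal cells. With PGE_2_ it was -3.76 among male cells. If the Tbx1 neo2/neo2 carrier library holds tissue of another axial level, as its Hox level of 314 CPM may mean, the falls with minoxidil and PGE_2_ could reflect the lack of that tissue in the treated libraries, and an effect of the drugs stays open as well, since no condition had more than 1 library. For minoxidil, the paper also reports lower Col2a1, Col9a2, Col11a1, and Acan by RT-qPCR of whole thymus, where Sox9 did not change significantly. It further reports fewer Sox9+ cells in the capsule by immunofluorescence. These experiments were not analysed here.

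The level of Tbx1 followed the genotype labels in part. In mesenchymal cells it was lower than the Tbx1+/+ level of 3.29 (2.82 to 3.83) CPM in the Tbx1 neo2/neo2 carrier (2.28 (2.00 to 2.60)) and PGE_2_ (2.01 (1.48 to 2.66)) libraries, but not in the minoxidil library (3.62 (3.00 to 4.33)). Endothelial cells had more of it in the minoxidil (19.0 (15.6 to 22.9)) and PGE_2_ (24.9 (20.0 to 30.5)) libraries than in the Tbx1+/+ carrier library (11.7 (9.62 to 14.1)). Of the epithelial levels, those of the Tbx1 neo2/neo2 carrier (1.11 (0.805 to 1.49)) and minoxidil (1.36 (1.08 to 1.69)) libraries overlapped the Tbx1+/+ level without parathyroid-like cells (1.43 (1.21 to 1.68)). The epithelial level of the PGE_2_ library was below it. In hematopoietic cells the PGE_2_ level was also below that of Tbx1+/+, but the Tbx1 neo2/neo2 carrier level was above it. The level of the target gene therefore does not tell the genotype of the libraries, which was taken from their labels, and neither a mislabelled library nor an effect of the drugs on Tbx1 was tested.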
